# P300/SP1 complex mediating elevated METTL1 regulates CDK14 mRNA stability via internal m7G modification in CRPC

**DOI:** 10.1186/s13046-023-02777-z

**Published:** 2023-08-21

**Authors:** Mingpeng Zhang, Duo Kan, Boya Zhang, Xueqiao Chen, Chun Wang, Songmao Chen, Wenlong Gao, Zhao Yang, Yang Li, Yutong Chen, Shimiao Zhu, Simeng Wen, Yuanjie Niu, Zhiqun Shang

**Keywords:** METTL1, m7G, P300/SP1 complex, CDK14, CRPC

## Abstract

**Background:**

N7-methylguanosine (m7G) modification is, a more common epigenetic modification in addition to m6A modification, mainly found in mRNA capsids, mRNA interiors, transfer RNA (tRNA), pri-miRNA, and ribosomal RNA (rRNA). It has been found that m7G modifications play an important role in mRNA transcription, tRNA stability, rRNA processing maturation, and miRNA biosynthesis. However, the role of m7G modifications within mRNA and its “writer” methyltransferase 1(METTL1) in tumors, particularly prostate cancer (PCa), has not been revealed.

**Methods:**

The differential expression level of METTL1 between hormone-sensitive prostate cancer (HSPC) and castrate-resistant prostate cancer (CRPC) was evaluated via RNA-seq and in vitro experiments. The effects of METTL1 on CRPC progression were investigated through in vitro and in vivo assays. The upstream molecular mechanism of METTL1 expression upregulation and the downstream mechanism of its action were explored via Chromatin Immunoprecipitation quantitative reverse transcription polymerase chain reaction (CHIP-qPCR), Co-immunoprecipitation (Co-IP), luciferase reporter assay, transcriptome-sequencing, m7G AlkAniline-Seq, and mRNA degradation experiments, etc.

**Results and conclusion:**

Here, we found that METTL1 was elevated in CRPC and that patients with METTL1 elevation tended to have a poor prognosis. Functionally, the knockdown of METTL1 in CRPC cells significantly limited cell proliferation and invasive capacity. Mechanistically, we unveiled that P300 can form a complex with SP1 and bind to the promoter region of the METTL1 gene via SP1, thereby mediating METTL1 transcriptional upregulation in CRPC. Subsequently, our findings indicated that METTL1 leads to enhanced mRNA stability of CDK14 by adding m7G modifications inside its mRNA, ultimately promoting CRPC progression.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13046-023-02777-z.

## Background

Prostate cancer (PCa) is the most common cancer in men, accounting for the second-highest number of male cancer deaths worldwide. The mainstay of treatment for PCa remains endocrine therapy. The most common form of endocrine therapy is androgen deprivation (ADT), which initially benefits patients with HSPC, but most patients inevitably progress to CRPC, which remains a difficult treatment option for clinicians due to the complexity and heterogeneity of the disease.

Epigenetics is the discipline of causing genetically modifiable changes in gene expression without altering the DNA sequence. More than 170 types of epigenetic modifications have been identified on RNA, including N6-methyladenosine (m6A), N1-methyladenosine (m1A), 5-methylcytosine (m5C), and N7-methylguanosine (m7G), which account for more than half of all epigenetic modifications [1]. As a more common form of epigenetic modification, m7G was found to be present in nearly all types of RNA molecules, including mRNA 5’ cap structures, mRNA internal, pri-miRNA, transfer RNA (tRNA), and ribosomal RNA (rRNA), and such modifications play an important role in mRNA transcription, miRNA biosynthesis, tRNA stability, intranuclear processing and maturation of 18 S rRNA, etc [2–4]. We know that epigenetic modification is a reversible modification process mediated by different enzymes. It has been shown that m7G modification of mammalian RNA is mediated by METTL1. For several years, researchers have revealed that METTL1 is aberrantly expressed in various solid tumors and regulates tumorigenesis and progression in an m7G-dependent manner [5–8]. However, the role and function of m7G modifications within mRNAs in PCa, particularly CRPC, remains unexplored.

P300 is an acetyltransferase that on one hand is able to participate in the regulation of gene expression by acetylating histones and non-histones; on the other hand, P300 acts as a transcriptional co-activator and acts as a scaffold/bridge between transcription factors and the basic transcriptional complex [9, 10]. SP1 is a very critical transcription factor in mammals. It is involved in the progression of many tumors, including PCa. Studies have shown that SP1 is involved in the regulation of transcription and the formation of the histone acetyltransferase complex is inextricably linked. It has been found that in eukaryotes, SP1 can recruit histone acetylases and deacetylases to activate or repress the expression of target genes via dynamically regulating the acetylation transitions of histones [11–13]. In PCa, especially in CRPC, the involvement of SP1 and P300 complexes in the gene transcription regulation is still rarely reported and needs to be further revealed.

Members of the cell cycle protein-dependent kinase family include transcription-associated CDKs, cell cycle-associated CDKs, and non-classical CDKs. The function of CDK14, a member of the non-classical CDKs, is gradually being uncovered [14]. In triple-negative breast cancer, the CDK14/CCNY complex phosphorylates the membrane receptor LRP6 and regulates the activity of breast cancer stem cells through the Wnt/β-catenin signaling pathway, ultimately promoting the progression and metastasis of triple-negative breast cancer [15]. In esophageal squamous cell carcinoma, CDK14 can be used as one of the predictors of tumor prognosis and chemotherapy sensitivity [16]. In addition, in solid tumors such as non-small cell lung cancer, colorectal cancer, gastric cancer, etc., CDK14 often plays a tumor-promoting role as an oncogenic factor and is associated with poor patient prognosis [17–20]. However, in PCa, the biological functions and significance of CDK14 have not been illuminated.

In our study, we combined bioinformatic predictions and cellular experiments to confirm that SP1 forms a complex with P300 and binds to the promoter region of METTL1, and promotes METTL1 transcription in CRPC. Finally, RNA degradation assays and rescue experiments concluded that METTL1 makes CDK14 mRNA more stable by adding m7G modifications to its interior and ultimately facilitates CRPC progression.

## Materials and methods

### Clinical specimens

#### Informed consent

was obtained from patients at the Second Hospital of Tianjin Medical University (Tianjin, China) prior to collection of all clinical samples. Inclusion criteria: Standard-weight male patients over 50 with a confirmed diagnosis of HSPC and CRPC. Exclusion criteria: Combination of other potentially life-threatening illnesses in the short term. Ethical consent was approved by the Ethics Committee of the Second Hospital of Tianjin Medical University.

### Cell culture and transfection

HSPC cells and CRPC cell lines except LNCaP-AI were cultured in RPMI-1640 medium containing 10% fetal bovine serum (Gibco, Waltham, MA, USA). LNCaP-AI cells were cultured in RPMI-1640 medium supplemented with 10% fetal bovine serum under androgen-deprived conditions. Transfection of LNCaP-AI and C4-2 cells reaching 60% confluency with siRNAs, shRNA, or plasmids was carried out using Lipofectamine 3000 (Invitrogen, Waltham, MA, USA) or X-tremeGENE HP Transfection Reagent (Roche, Indianapolis, IN, USA), respectively, according to the manufacturer’s instructions. Target sequences for siRNAs, shRNA, and overexpression plasmids sequences involved in this study are listed in Supplementary Table 1.

### Tissue microarray (TMA) and immunohistochemistry (IHC)

TMA designed and manufactured by Shanghai Outdo Biotech Company (Cat No. T17–1413 TMA) in this work contains HSPC (n = 31) and CRPC (n = 18) clinical samples. The tissue microarrays were then subjected to immunohistochemical staining experiments according to detailed procedures as described previous [34]. The staining results are scored according to the shade and extent of positive cell staining: 0 for negative, 1 for weak positive, 2 for positive, and 3 for strong positive.

### Western blot

Firstly, the protein lysate RIPA (Solarbio, R0010, China) and protease inhibitor were mixed in a 100:1 ratio and the configured mixture was used to lyse the cells to extract the proteins. Subsequently, the protein concentration was measured using Bradford (Solarbio, PC0010, China) at 595 nm on an enzymatic calibrator. 30 µg protein samples were added to the SDS-PAGE gel well and electrophoresis was performed at a constant voltage of 90 volts. At the end of electrophoresis, electrotransfer operations were carried out at a constant current of 250 mA for 2 h. After electrotransfer, the PVDF membrane (Millipore, ISEQ00010, USA) was blocked for 1 h on a shaker at room temperature using 5% skimmed milk. PVDF membranes were then incubated overnight at 4℃ using a specific primary antibody. The next day, secondary antibodies cross-linked with HRP were used to incubate PVDF membranes for 1 h at room temperature. Finally, capture the image for visualization using an electrochemiluminescence imaging system. Antibodies and drugs involved in this study and dilution ratio are listed in Supplementary Tables 2 and Table 3.

### Real-time quantitative polymerase chain reaction (RT-qPCR)

Trizol reagent (Invitrogen, USA) was utilized to extract total RNA from the cells. After detecting the concentration, the total RNA was then transformed into cDNA using a reverse transcription kit (Thermo Scientific, USA) following the operating instructions. Finally, a 10uL reaction system consisting of 5uL SYBR Green PCR Master Mix (Roche), 3uL enzyme-free water, 1uL primers, and 1uL cDNA was used for RT-qPCR. GAPDH was used as an interior control. After the experiment is finished, the multiplicity of gene changes is calculated via the formula 2^−ΔΔCt^. All primers related to this work are listed in Supplementary Table 4.

### MTT and colony formation assay

MTT and colony formation assays are used to detect the proliferative capacity of the cells. Cells in good growth transitions were first made into cell suspensions and inoculated in 96-well plates and 6-well plates at a certain density. For MTT assays, cells were incubated with 5 mg/mL MTT solution (Solarbio, M8180, China) for 2 h on days 1, 2, and 3, respectively, and the absorbance values of the cells were measured at 490 nm and cell growth curves were plotted. For colony formation, after 2 weeks of culture, cells were sequentially fixed with 4% paraformaldehyde, stained with crystal violet, and photographs were captured to calculate the number of clonal colonies.

### Transwell assay

Transwell experiment was performed to evaluate the invasion capacity of cells. Briefly, cells were first seeded in transwell chambers for three days. Subsequently, cells were fixed using a pre-cooled cell fixative. Then, a crystal violet working solution was applied to stain the cells. Finally, images were captured under a light microscope and subjected to statistical analysis.

### RNA m7G dot blot

RNA was extracted and concentrations were determined. The RNA was then diluted to 50 ng/uL, 100 ng/uL, 200 ng/uL, and 400 ng/uL. The RNA was denatured by heating at 95 °C for 5 min and 2 uL of each of these concentrations was then dropped onto a nitrocellulose membrane (Amersham, GE Healthcare, USA). Subsequently, the membranes were cross-linked using a UV crosslinker, blocked with 5% skimmed milk, incubated with m7G antibody overnight at 4 °C, and incubated with HRP-conjugated secondary antibody. Finally, the chemiluminescence system was utilized to visualize the membrane. The membrane stained with methylene blue (MB) was used as a control.

### Co-immunoprecipitations assay (Co-IP)

Co-immunoprecipitations assay was carried out in LNCaP-AI and C4-2 cells with Pierce Classic Magnetic IP/Co-IP Kit (ThermoFisher Scientific, USA) according to the operating instructions. In short, cold IP lysis was used to lysis the cells. 500 µg of protein was obtained according to the protein extraction procedure and fixed to 500 uL using IP lysate. 5 µg of SP1 or P300 antibody was used to incubate the protein to form an antigen-antibody complex. Protein A/G magnetic beads and antigen-antibody complexes were then mixed and incubated at room temperature for 1 h. After sufficient washing, the antigen-antibody complexes were eluted using an elution buffer. Finally, products after elution were subjected to western blot to detect P300 or SP1 protein.

### Chromatin immunoprecipitation assay (CHIP)

The CHIP assay was performed using CHIP Kit (ThermoFisher Scientific, USA) according to the operating manual. Briefly, 1% formaldehyde was used to crosslink the protein and DNA; After cell lysis, chromatin was digested into small pieces with micrococcal nuclease; 5ug antibody was used to immunoprecipitated the DNA-protein complex; NaCl and proteinase K treatment to undo DNA-protein crosslinking; DNA purification and recovery; Finally, the obtained DNA was subjected to RT-qPCR for further analysis. Fold enrichment was calculated after normalizing to 1% input.

### Luciferase reporter assay

Cos7 cells were co-transfected with METTL1 3′-UTR mild report plasmid and SP1 or/and P300 overexpression plasmids using X-tremeGENE HP DNA (Roche, USA) following the manufacturer’s instruction. After 24 h of culture in the incubator, renilla and firefly luciferase activities were determined using a luciferase reporter assay system (Promega, Massachusetts, USA).

### m7G RNA immunoprecipitation assay (MeRIP)

m7G RNA immunoprecipitation assay (MeRIP) experimental methods and detailed procedures were carried out as described previously [35]. Magna RIP Kit (Millipore, USA) was utilized to perform the MeRIP experiment. It should be noted that the LNCaP-AI and C4-2 cells in this assay are 1.0 × 10^7^. 10ug m7G antibody was used to gather the m7G modified mRNA. Finally, the obtained mRNA was subjected to RT-qPCR. Fold enrichment was calculated after normalizing to 1% input.

### mRNA stability

Transcriptional inhibitor actinomycin D (MCE, HY-17,559, USA) was used to inhibit RNA synthesis. After treatment with actinomycin D, LNCaP-AI and C4-2 cells were harvested at 2, 4, 6, and 8 h time points, and the RNA was then extracted. The remaining mRNA of CDK14 was detected through RT-qPCR.

### In vivo experiment

The immunodeficient nude mice involved in this work were purchased from HFK Bioscience Co. Ltd (Beijing, China) and the experimental process was approved by the Ethics Committee of the Second Hospital of Tianjin Medical University (Tianjin, China). In short, 5 × 10^6^ C4-2 cells were subcutaneously implanted to form subcutaneous transplant tumors in nude mice. Nude mice were divided into 4 groups based on the application of the P300 agonist CTPB and adeno-associated virus (AAV) targeting METTL1. CTPB was mainly given via oral feeding at 10 mg/kg in 1% carboxymethyl cellulose, 0.1% Tween-80, and 5% DMSO. The tumor volume was monitored every other day with the formula V = 1/2 × length × width^2^. After in vivo assay was finished, nude mice were euthanized and subcutaneous graft tumors were removed and embedded with paraffin, and subjected to immunohistochemistry analysis.

### Statistical analysis

Data in this work were analyzed using GraphPad Prism 8 software and presented as mean ± S.D. All data were obtained after three biological replicates. The difference between the two groups was analyzed through Student’s t-test. Log-rank P value was used in survival analysis. P value < 0.05 was considered to indicate a statistically significant difference. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

## Results

### Elevated METTL1 expression correlates with poor prognosis of patients with CRPC

We performed whole transcriptome sequencing on tumor tissue samples from three CRPC and three HSPC patients. The differentially expressed genes (DEGs) were screened according to the criteria of |Fold change| > 2 and p-value < 0.05, and the DEGs were displayed in a heat map (Fig. 1A, Supplementary Table 5). Based on the results of differential genes, we found that METTL1 expression was abnormally elevated in CRPC compared to HSPC (Fig. 1B). To verify the accuracy of the sequencing results, we obtained tumor tissues and extracted mRNA and protein from HSPC and CRPC patients, and examined the differential expression of METTL1 at the mRNA and protein levels, respectively. The results showed that METTL1 was expressed at a higher level in CRPC patients compared to HSPC patients (Fig. 1C and D). Subsequently, we carried out immunohistochemical staining experiments on tissue microarrays containing 18 CRPC patients and 31 HSPC patients and quantified the staining results, and found that the overall expression level of METTL1 was higher in CRPC (Fig. 1E and F). The proportion of patients with “positive” and “strong positive” immunohistochemical staining was significantly higher in CRPC than in HSPC patients (Fig. 1G). Finally, we divided CRPC patients into high and low METTL1 expression groups based on the METTL1 mRNA expression values in the SU2C database and discovered that CRPC patients with high METTL1 expression had worse survival when combined with patient survival data (Fig. 1H). Similarly, we classified patients with “positive” and “strong positive” METTL1 staining results as the high expression group based on tissue microarray immunohistochemical staining, and CRPC patients with “negative” and “weak positive” staining results were defined as the low METTL1 expression group. Based on patients’ survival transitions and survival times, we also found that patients in the high METTL1 expression group had worse survival and prognosis (Fig. 1I), which was consistent with the SU2C database results. Taken together, we reach a decision that METTL1 expression is abnormally upregulated in CRPC and patients with METTL1 high expression have worse survival.

**Fig. 1:**
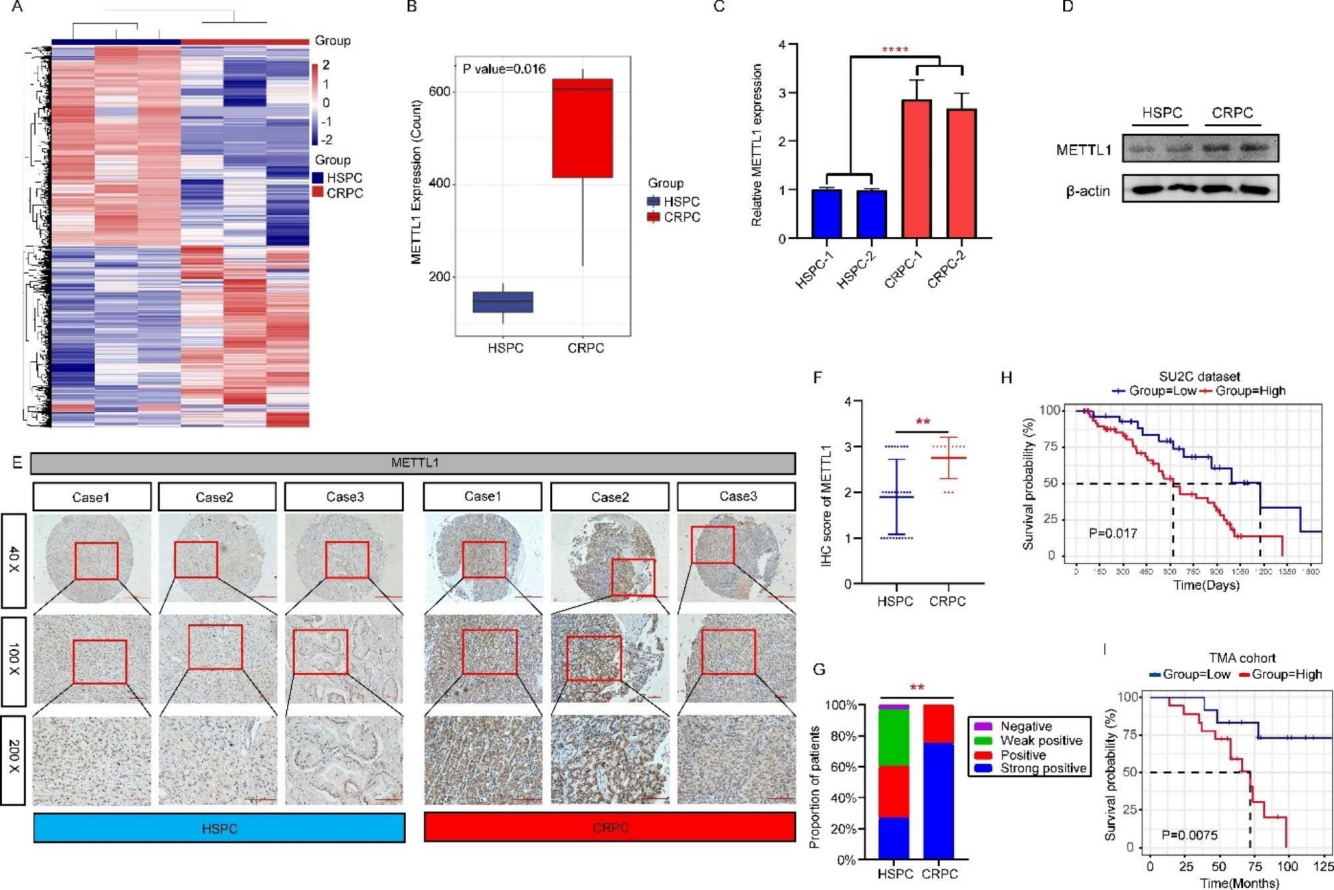
Elevated METTL1 expression correlates with poor prognosis of patients with CRPC. **A** Heat map of transcriptome sequencing indicates differentially expressed genes between HSPC and CRPC patient tissues. The screening thresholds:|Fold change|>2 and p-value < 0.05. **B** Differential expression of METTL1 between HSPC and CRPC tissue via transcriptome sequencing. **C-D** RT-qPCR and western blot were performed to detect the mRNA and protein level of METTL1 between HSPC and CRPC patients’ samples. **E** Immunohistochemistry (IHC) assay was carried out to determine the METTL1 expression on a tissue microarray (TMA). Objective magnification: 40X, 100X, and 200X. **F-G** Immunohistochemical staining scores of METTL1 for each HSPC and CRPC patient in tissue microarrays (F) and the proportion of patients with different levels of METTL1 staining (G). **H-I** Disease-free survival of patients in SU2C database and TMA using Kaplan–Meier survival analysis. **P < 0.01; ****P < 0.0001

### Knockdown of METTL1 inhibits CRPC cell proliferation and invasion

To elucidate the effect of METTL1 on the malignant biological behavior of CRPC, we implemented phenotypic experiments in prostate cancer cell lines. We first detected the differences in METTL1 level between HSPC and CRPC cell lines and found that METTL1 was differentially elevated in CRPC cell lines compared to the HSPC cell line LNCaP, with LNCaP-AI and C4-2 being the most prominent (Fig. 2A and B). Subsequently, we used LNCaP-AI and C4-2 cells as the study vectors to construct cell lines with stable silencing of METTL1 (Fig. 2C–E). To investigate the effect of METTL1 on the proliferative capacity of CRPC cells, we performed MTT assays and clone formation assays. The results implied that the knockdown of METTL1 reduced the proliferation viability of the cells, decreased the number of clonal colony formations, and significantly inhibited the proliferation ability (Fig. 2F–K). Finally, we carried out transwell assays in LNCaP-AI cells and C4-2 cells and found that inhibition of METTL1 expression suppressed the invasive ability of the cells (Fig. 2L–O). In summary, we tentatively conclude that METTL1 expression is associated with the poor biological behavior of CRPC cells. Impose restrictions on METTL1 expression significantly limited both the proliferation and invasive ability of the cells.

**Fig. 2:**
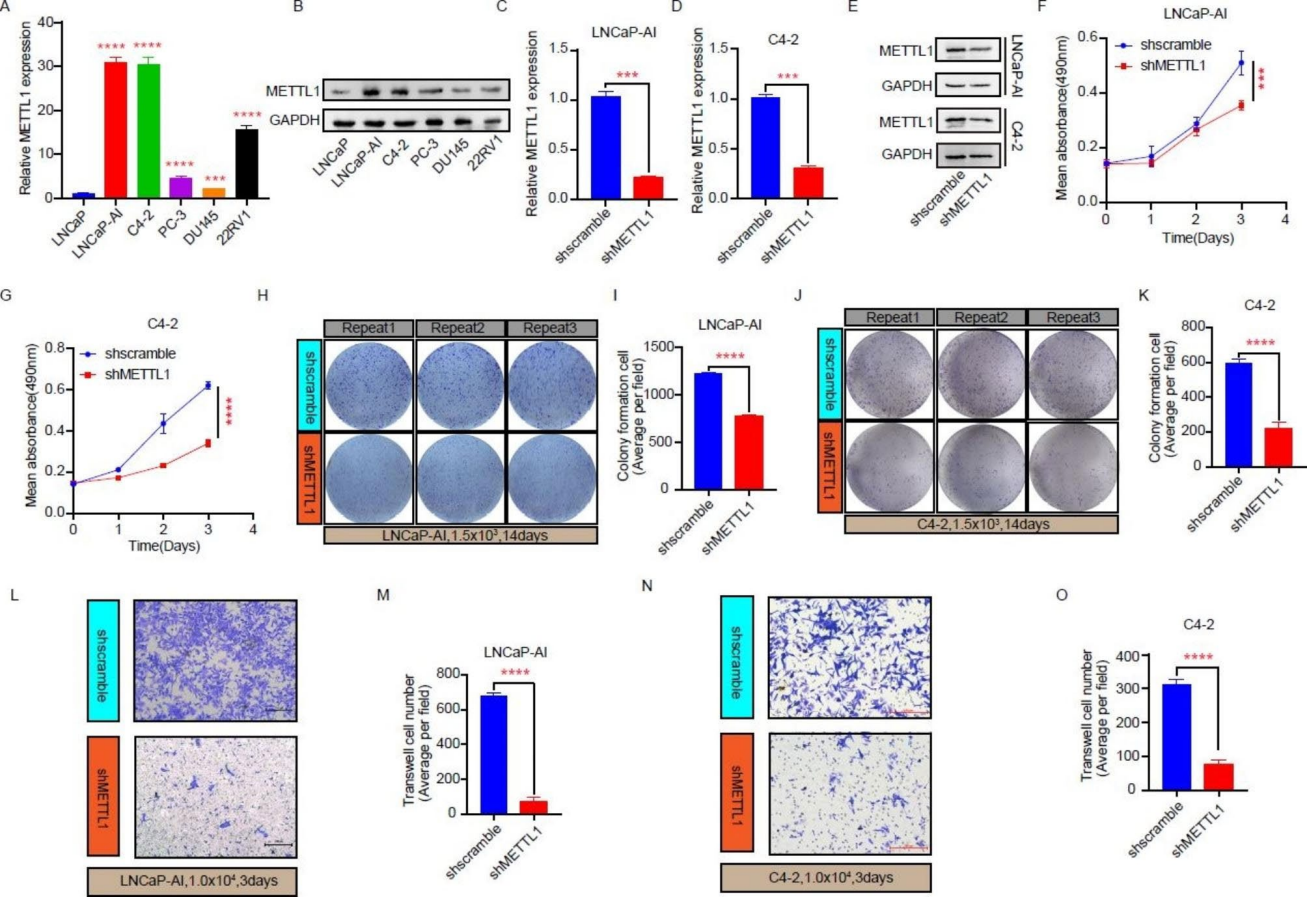
Knockdown of METTL1 inhibits CRPC cell proliferation and invasion. **A-B** Detection of METTL1 mRNA and protein level between the HSPC and CRPC cell lines. **C-E** METTL1 knockdown efficiency in LNCaP-AI and C4-2 cells via RT-qPCR and western blot. **F-K** Validation of proliferation ability change after METTL1 was inhibited in LNCaP-AI and C4-2 cells through MTT (F, G) and colony formation (H-K) assays. **L-O** Transwell was performed to determine the invasion capacity variation of LNCaP-AI and C4-2 cells caused by METTL1 suppression. Three biological replicates of each experiment were performed. ***P < 0.001; ****P < 0.0001

### Increased P300 mediates the high expression of METTL1 via H3K27 acetylation modification

To explore the potential molecular mechanisms underlying the high METTL1 expression in CRPC, we first visualized the modification form in the promoter of the METTL1 gene via the UCSC online website (http://genome.ucsc.edu/). We found abundant histone acetylation modification peaks (H3K27ac) in the promoter region of the METTL1 gene, suggesting that METTL1 might be modulated via chromatin acetylation (Fig. 3A). Next, we performed chromatin immunoprecipitation experiments with H3K27ac antibody and found that the abundance of H3K27ac modification in the METTL1 promoter region was higher in LNCaP-AI and C4-2 cells than in LNCaP cells (Fig. 3B). This suggested that the abnormal upregulation of METTL1 levels in CRPC may be related to the high H3K27ac modification in the promoter region of the METTL1 gene. Given that P300 is a key enzyme mediating H3K27 acetylation modification, we treated LNCaP-AI and C4-2 cells with the P300 inhibitor C646 and found that a significant decrease in METTL1 mRNA expression was seen after 48 h when cells were treated with a 20 μM concentration of C646 (Fig. 3C and D). Immediately following, we treated cells with different concentration gradients of C646, and at the 48 h time point, we discovered that the most distinct reduction in METTL1 mRNA levels was seen when the C646 concentration was 20 μM (Fig. 3E and F). Subsequently, we also confirmed at the protein level a decline in both histone H3K27ac and METTL1 following the treatment of the P300 inhibitor C646 (20 μM,48 h) (Fig. 3G). Next, we performed a staining analysis using tissue microarrays and found a positive correlation between P300 and METTL1 (R = 0.58) (Fig. 3H and I). In addition, we designed siRNA to inhibit P300 expression (Fig. 3J) and confirmed that the knockdown of P300 could inhibit METTL1 expression (Fig. 3K and L). To further demonstrate that the reduction in METTL1 mRNA levels due to the knockdown of P300 was caused by reduced H3K27ac level in the METTL1 promoter region, we performed chromatin immunoprecipitation experiments. The results indicated that suppression of P300 also significantly reduced the level of H3K27ac in the promoter region of the METTL1 gene (Fig. 3M and N). The above experimental results provide preliminary evidence that the P300-mediated modification of H3K27ac in the promoter region of METTL1 is an important mechanism leading to the upregulation of METTL1 mRNA in CRPC.

**Fig. 3:**
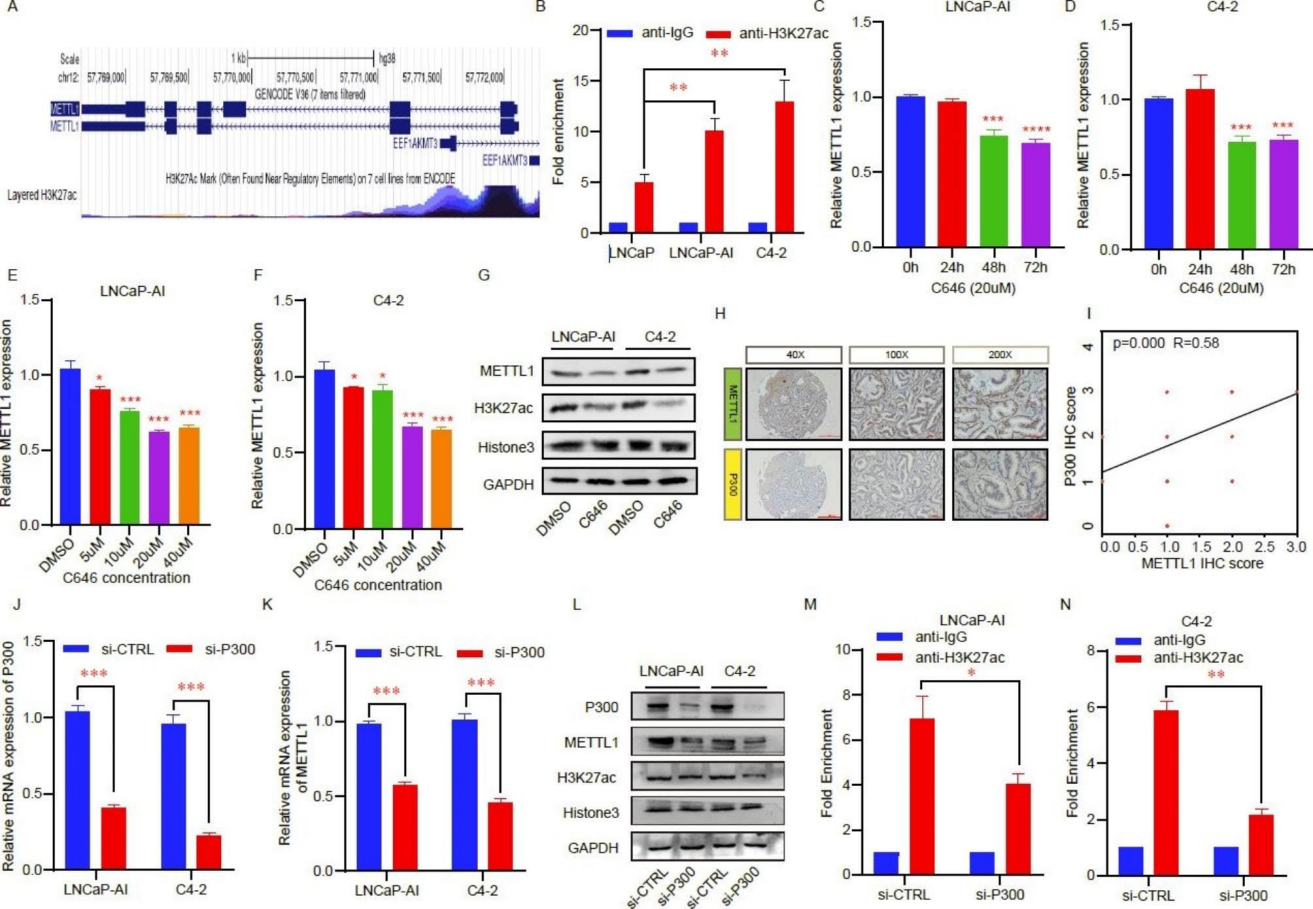
Increased P300 mediates the high expression of METTL1 via H3K27 acetylation modification. **A** Data from the UCSC genome bioinformatics site indicated high H3K27ac enrichment in the promoter of METTL1. **B** CHIP-qPCR was used to confirm the difference in the H3K17ac-modified METTL1 promoter region between HSPC and CRPC cells. **C-D** The mRNA levels of METTL1 in C646 (20 µM)-treated LNCaP-AI (C), and C4-2 (D) cells at the indicated time points were measured by RT-qPCR. **E-F** The mRNA levels of METTL1 in different concentrations of C646 (48 h)-treated LNCaP-AI (E), and C4-2 (F) cells were measured by RT-qPCR. **G** The METTL1 and H3K27ac protein levels were measured via western blot assay after C646 treatment (20 µM) for 48 h. **H** IHC was carried out to detect the P300 level in TMA containing HSPC and CRPC patients’ samples. **I** Pearson correlation between METTL1 and P300 (R = 0.58). **J-K** The mRNA change of METTL1 after P300 was inhibited using small interfering RNA (siRNA). **L** The P300, METTL1, and H3K27ac protein levels were measured via western blot assay after P300 suppression. **M-N** CHIP-qPCR was used to determine the enrichment of H3K27ac at the promoter of METTL1 in control or P300 deficiency LNCaP-AI and C4-2 cells. *P < 0.05; **P < 0.01; ***P < 0.001. H3K27ac, H3K27 acetylation; CHIP, chromatin immunoprecipitation

### The P300/SP1 complex regulates the transcriptional activity of METTL1

We know that P300-mediated H3K27ac modification is an important marker of chromatin accessibility and that elevated levels of H3K27ac tend to suggest that the genome presents a relatively permissive chromatin environment in which transcription factors and other transcription-related factors are more likely to bind to binding motifs of relevant gene promoter regions, thereby regulating gene transcription. To further delve into the molecular mechanisms leading to transcriptional upregulation of METTL1, we first predicted potential transcription factors of METTL1 through GENECARD (https://www.genecards.org/), PROMO (https://alggen.lsi.upc.es/cgi-bin/promo_v3/promo/promoinit.cgi?dirDB=TF_8.3), and JASPAR (https://jaspar.genereg.net/) websites (Supplementary Table 6). SP1 and YY1 were found to be shared by all three databases (Fig. 4A). In view of the important role of SP1 in the transcriptional regulation of genes crucial for prostate cancer, we constructed cell lines with stable knockdown of SP1 in LNCaP-AI and C4-2 and found that silencing of SP1 decreased the expression level of METTL1 (Fig. 4B–D). In addition to its acetyltransferase activity, P300, as an important transcriptional co-activator, is often involved in the transcriptional regulation of genes through different modes of action. Here, we predicted via bioinformatic means that SP1 and P300 may interact with each other (Fig. 4E). Subsequently, we confirmed the existence of mutual binding by immunoprecipitation experiments (Fig. 4F). Next, we verified via luciferase reporter assay in COS7 cells that the transcriptional activity of METTL1 was stronger when both SP1 and P300 were present than when they were present alone (Fig. 4G). To clarify the manner in which the SP1 and P300 complexes bind to the METTL1 promoter region, a series of CHIP-qPCR experiments were performed. We found on one hand that SP1 and P300 can bind to the METTL1 promoter region either directly or indirectly (Fig. 4H - K). On the other hand, we suggested that after silencing SP1, P300 almost ceased to bind to the METTL1 promoter region (Fig. 4L and M). However, after the suppression of P300, SP1 binding to the METTL1 promoter region was diminished, but the binding was still present (Fig. 4N and O). These results demonstrate that the transcription factor SP1 is able to form a complex with P300 to mediate transcriptional activation of METTL1 and that SP1, but not P300, can bind directly to the METTL1 promoter region to initiate transcription.

**Fig. 4:**
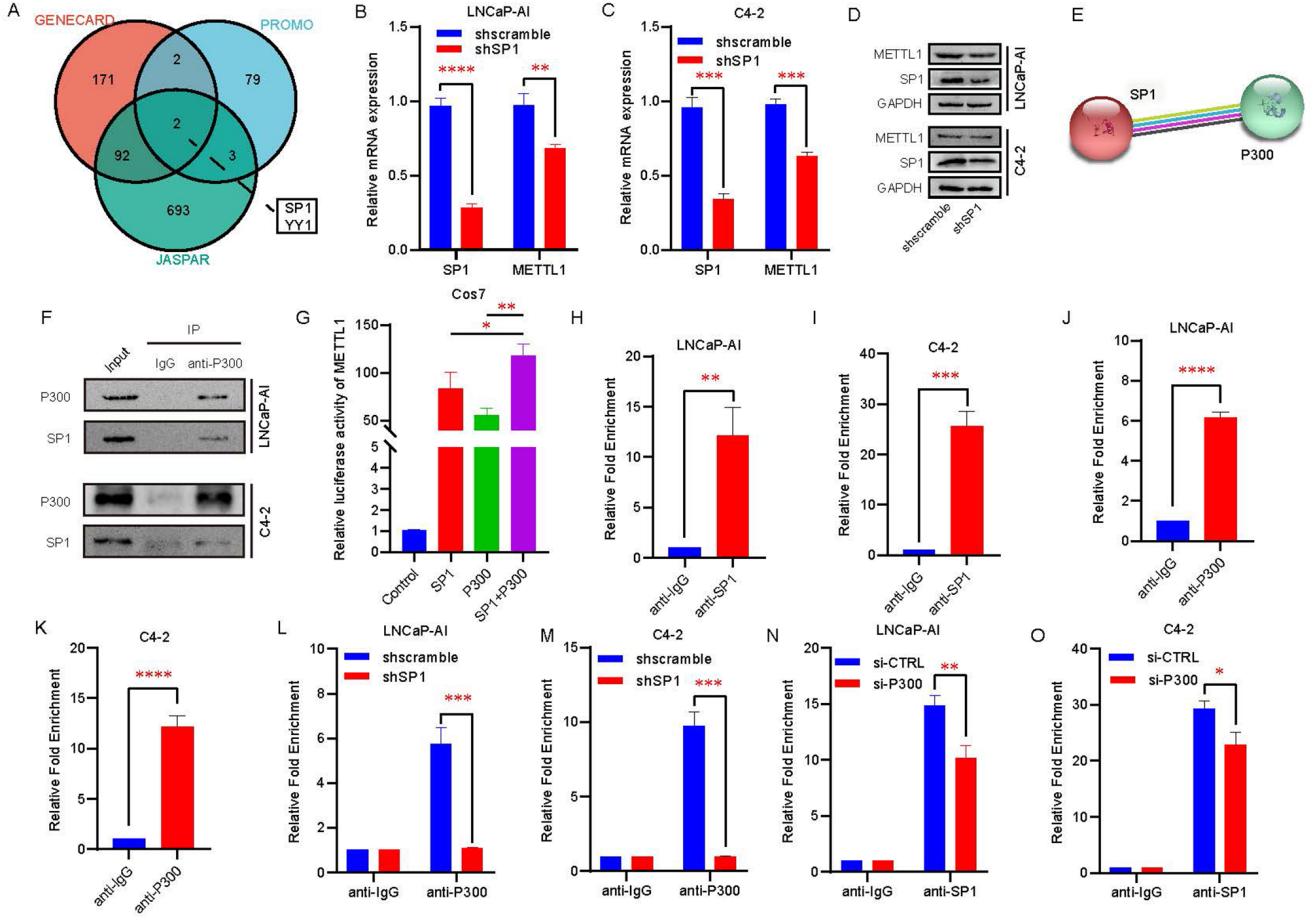
P300/SP1 complex regulates the transcriptional activity of METTL1. **A** GENECARD, PROMO, and JASPAR databases were used to predict the potential transcription factor (TF) of METTL1. **B-D** Effect of SP1 knockdown on METTL1 mRNA (B-C) and protein (D) levels. **E** Predicting the combination of SP1 and P300 with the online tool STRING. **F** Co-immunoprecipitations assay (Co-IP) was performed to verify the interaction between SP1 and P300. **G** Transcriptional regulation of SP1 and/or P300 on METTL1 expression was performed using a luciferase reporter assay in Cos7 cells. **H-K** CHIP-qPCR was implemented to prove the combination between SP1 (H-I) or P300 (J-K) and METTL1 promoter region in LNCaP-AI and C4-2 cells directly and indirectly. **L-O** CHIP-qPCR was used to determine the enrichment of P300 (L-M) or SP1 (N-O) at the promoter of METTL1 in control and SP1 or P300 deficiency LNCaP-AI and C4-2 cells. **P < 0.01; ***P < 0.001; ****P < 0.0001

### METTL1 stabilizes CDK14 mRNA by mediating internal m7G modification

To further explore the molecular mechanisms by which METTL1 affects the proliferation and invasive capacity of CRPC cell lines, we first verify its biological function in CRPC. Considering that METTL1 is a methyltransferase responsible for catalyzing m7G modifications in a variety of RNAs including the interior of mRNA molecules. We examined the difference in m7G levels inside mRNAs between HSPC and CRPC cells. After treating the cells with a decapping enzyme, we found that m7G modification levels inside mRNAs were more abundant in LNCaP-AI and C4-2 cells compared to LNCaP cells (Fig. 5A and B). Next, METTL1 wild-type and enzyme activity mutant overexpression plasmids were constructed. We discovered that m7G levels within the mRNA of CRPC cells were significantly reduced after METTL1 silencing via dot blot assays and that m7G levels within the mRNA were restored after transfection with the METTL1 wild-type overexpression plasmid, but no increase in m7G levels was seen in cells transfected with the METTL1 enzymatic activity mutant plasmid (Fig. 5C and D). These results suggest that m7G modification within mRNA is catalyzed by METTL1. To further elucidate the biological role played by METTL1-catalyzed m7G modification within mRNA, we performed a combined RNA-seq and mRNA internal m7G AlkAniline-Seq analysis and screened for differential genes using cells with stably knocked-down METTL1 and control cells (Fig. 5E and F, Supplementary Table 7). 

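LNCaP-AI cells, an LNCaP line kept under androgen deprivation, were stably transduced with shMETTL1 or shscramble, and mRNA internal m7G was mapped by AlkAniline-Seq in 3 replicates of each group, with an input library for every replicate. In AlkAniline-Seq, RNA is cleaved chemically at m7G and the cut ends are ligated and sequenced, so that reads pile up at single positions. The authors' deposited values give, for each of 842183 positions, an Ensembl gene ID, the count of reads at the position, the coverage, their ratio, and the fold of that ratio over the ratio in the input. The submitters' processing notes name cutadapt 1.9.1, Bowtie2 2.2.4, bedtools and the hg19 build. The positions carry no coordinate and the gene IDs no symbol. The reference table used here holds no Ensembl ID, so METTL1 itself could not be looked up as a check of the knockdown. The paper's general statement is that data came from biological replicates.
The AlkAniline-Seq counts summed to 1730427, 2624431 and 1421551 in shscramble replicates 1, 2 and 3, and to 2512434, 2764417 and 2474464 in shMETTL1 replicates 1, 2 and 3. The input counts summed to 3045523 to 3152800 in shscramble and 2783709 to 3258499 in shMETTL1. Positions with a read numbered 166443, 116013 and 86641 in shscramble and 114828, 88115 and 97954 in shMETTL1, a difference that an exact two-sided permutation test did not separate (p = 0.6, where 3 against 3 allow no p under 0.1). Of 404685 positions read in any AlkAniline-Seq library, 62.9% were read in exactly 1 library and 7675 were read in all 6. Shscramble replicate 1 had a read at 99.9% of the positions with 50 or more reads in shscramble replicate 2, and at 100.0% of those in replicate 3. Between other pairs of libraries this share lay between 31.1% and 51.8%, and from replicate 1 to the others between 57.8% and 63.4%.
Counts were tested with edgeR's quasi-likelihood test, per position and summed per gene ID, and the Benjamini-Hochberg adjusted p threshold was 0.05. Gene symbols of Supplementary Table 7 were tied to positions by value, as follows. The group means of the fold over input were divided, a mean plus 1 being used where the other mean was 0, and every m7G fold in the table was found among the positions at a relative tolerance of 2e-08. For 115 genes exactly 1 position gave the fold, and those genes are named here through that position. When the 6 libraries were split in the 9 other ways, 1 to 8 of the 115 values were found at any position, a measure of how often such a tie arises by chance.

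**Figure D1:**
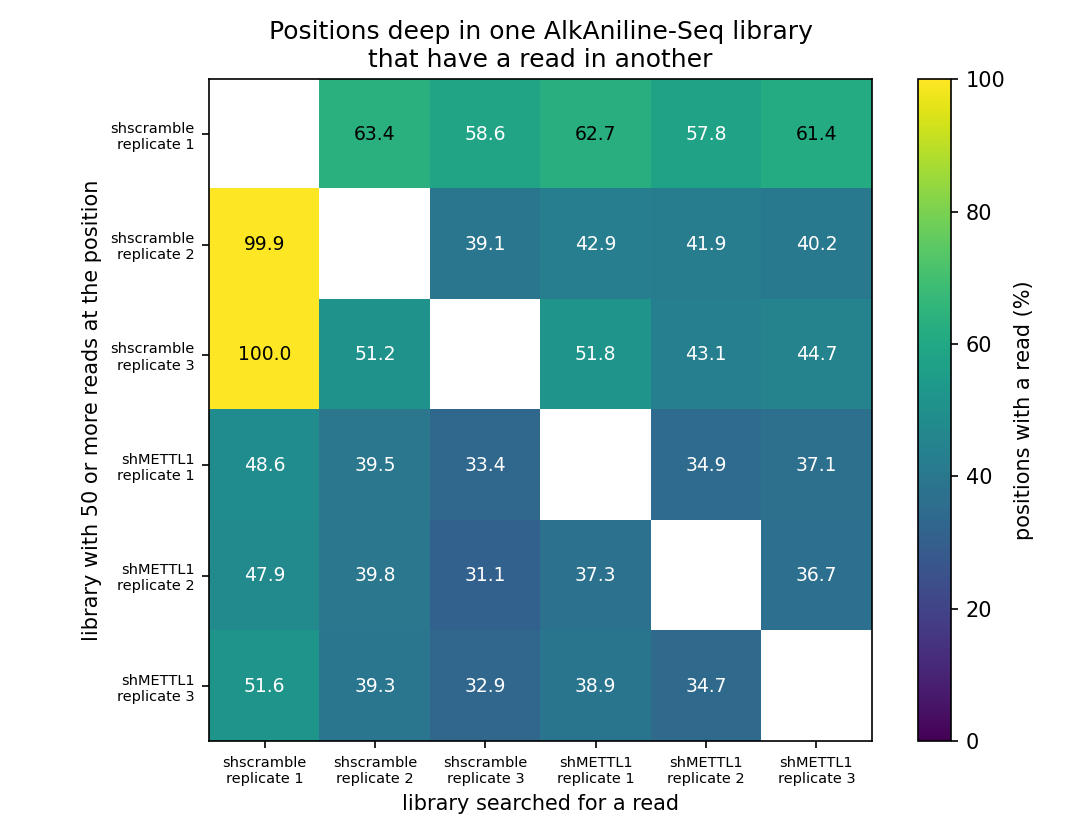
Percent of positions with 50 or more reads in 1 AlkAniline-Seq library (vertical axis) that have at least 1 read in another (horizontal axis). The cells for shscramble replicates 2 and 3 searched in shscramble replicate 1 are at 99.9% and 100.0%, and no other cell is above 63.4%.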

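The 10 genes with the highest absolute m7G folds in Supplementary Table 7 included SLC7A5 and SLC7A11, which carry amino acids into the cell, PSAT1 of serine synthesis, WARS, a tRNA synthetase, and MSMO1 and SQLE of cholesterol synthesis. The others were RABEP2, ECI1, SAT1 and DGKQ, and no enrichment was tested. At the 1 position that gave its fold, SLC7A5 had 21, 64 and 48 reads in the shscramble replicates and 3, 2 and 0 in the shMETTL1 replicates. PSAT1 had 16, 25 and 58 reads against 0, 1 and 0. ECI1, an enzyme of fatty acid oxidation, had 38, 44 and 46 reads against 1, 0 and 0. The reads of other genes came mostly from 1 library. MSMO1 had 5, 66 and 1 reads against 0, 1 and 0, SQLE 28, 179 and 2 against 0, 0 and 1, and RABEP2 86, 1 and 2 against 1, 0 and 0.
Over all AlkAniline-Seq reads of the gene, 6 of the 10 genes, each lower at its position, were above 0 in log2 fold change, and SAT1, DGKQ, SQLE and ECI1 were below 0. WARS was at 262 ± 112 CPM (SD, n = 3) in shscramble and 535 ± 222 (SD, n = 3) in shMETTL1, a log2 fold change of 1.03 (standard error 0.40, adjusted p = 0.60 from edgeR). SLC7A5 had a log2 fold change of 0.39 (standard error 0.31) and MSMO1 one of 0.66 (standard error 0.69). In the input WARS was at 1.09, SLC7A5 at -0.41 and MSMO1 at 0.22. Over the input they were at 0.073 (standard error 0.61), 0.95 (standard error 0.60) and 0.58 (standard error 0.98). RABEP2 and ECI1 were also above 0 over the input, at 1.44 (standard error 1.10) and 0.83 (standard error 0.55). PSAT1 and SLC7A11 were below 0 there, at -1.40 (standard error 0.67) and -0.52 (standard error 1.00). So were SQLE at -1.52 (standard error 1.03) and DGKQ at -0.96 (standard error 1.11). SAT1, a polyamine acetyltransferase, was at 209 ± 46.1 CPM (SD, n = 3) in shscramble and 74.6 ± 24.8 (SD, n = 3) in shMETTL1, a log2 fold change of -1.49 (standard error 0.52, adjusted p = 0.54 from edgeR). With DESeq2 the adjusted p of SAT1 was 0.030. In the input SAT1 had a log2 fold change of -1.14 (standard error 0.72), and over the input it was at -0.17 (standard error 0.94).
At the study's thresholds, a fold above 1.5 and an unadjusted p under 0.05 for the fold over input, 4229 positions were lower in shMETTL1 and 822 were higher. Without shMETTL1 replicate 2 they were 4065 lower and 4575 higher, and the ratio of lower to higher was 0.89 to 1.04 without any one of the shMETTL1 replicates and 7.04 to 46.2 without any one of the shscramble replicates, as the positions higher in the group of 2 rose in number. With 2 libraries against 2 and shscramble replicate 1 left out, it was 1.23 to 1.43. In all libraries they lay in 3131 and 761 gene IDs, of which 319 had both. Of these 5051 positions, 67.8% had a single read in the weakest library of the higher group. The edgeR test used read counts, not the fold over input, and a filter with a minimum count of 10. In edgeR, 0 of 13973 positions passed the adjusted threshold, 1145 had an unadjusted p under 0.05, and DESeq2 called 240 higher and 815 lower. In simulated counts edgeR recovered 1 of 29 tested positions changed 16-fold, so the 0 does not show that no position changed. On the ratio over input, limma called 390 of 62125 positions higher and 2629 lower. Without shscramble replicate 3, edgeR called 5644 positions, 5426 of them lower. It called 9 without shscramble replicate 2 and 3 without shscramble replicate 1, and shscramble replicate 1 had reads at nearly all deep positions of both others. Of 11097 gene IDs, 1 was lower after adjustment, with 774 at an unadjusted p under 0.05 and 385 called by DESeq2. This ID, ENSG00000110777, for which the files give no symbol, had 799, 223 and 5500 reads in shscramble against 19, 10 and 15 in shMETTL1, a log2 fold change of -7.94 (standard error 1.07, adjusted p = 0.013 from edgeR). The call was lost without shscramble replicate 3 (log2 fold change -5.39, adjusted p = 0.12) and without any one of the shMETTL1 replicates (log2 fold changes of -8.11 to -7.70, adjusted p of 0.064 to 0.36). It held in edgeR without shscramble replicate 1 (-8.38, adjusted p = 0.00071) and without replicate 2 (-8.47, adjusted p = 8.1e-06). This ID was at -0.24 in the input and at -7.58 over the input (adjusted p = 0.036 from edgeR). Without replicate 3, no gene ID passed over the input. In the input, 0 gene IDs passed in edgeR and 735 had an unadjusted p under 0.05.

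**Figure D2:**
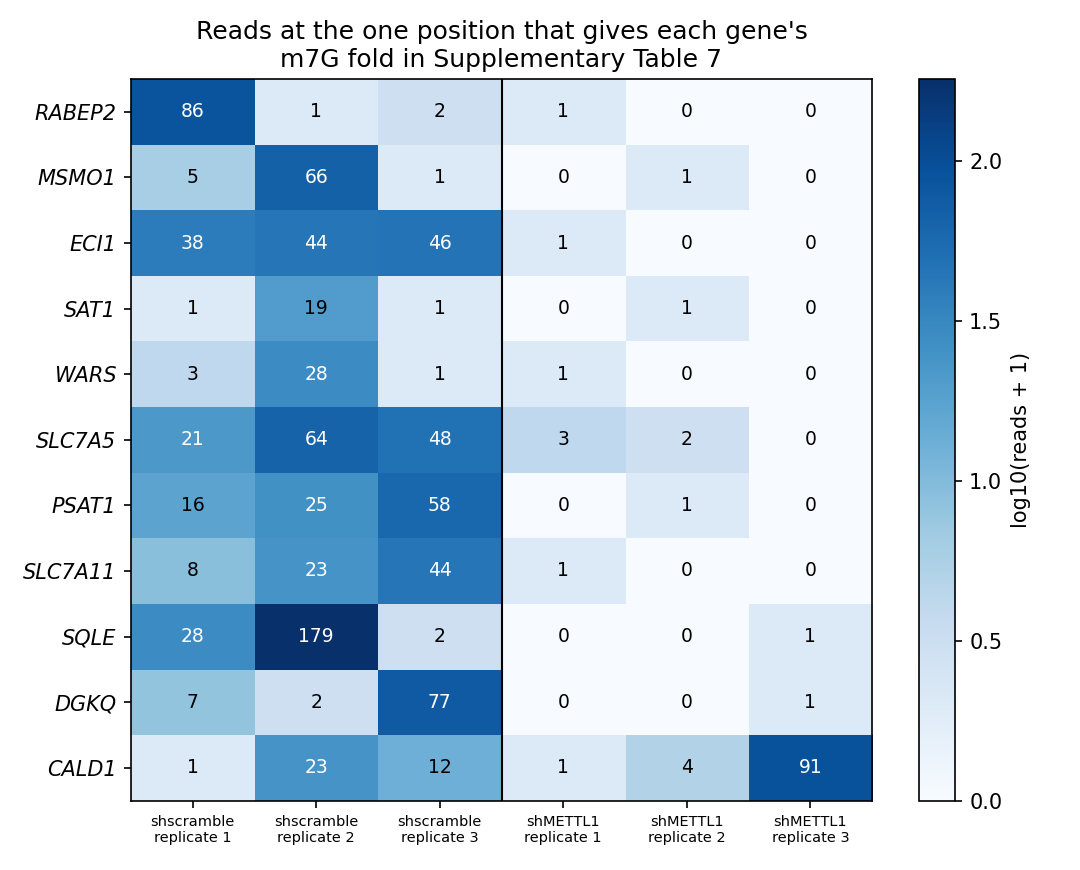
Reads at the position that gives each gene's m7G fold, for the 10 genes with the highest absolute fold in Supplementary Table 7 and for CALD1, in each AlkAniline-Seq library. Colour is log10 of reads plus 1. SQLE has 179 reads in shscramble replicate 2 and 2 in replicate 3, and CALD1 has 91 reads in shMETTL1 replicate 3.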

We then carried out functional enrichment analysis of genes whose mRNA and m7G levels were down-regulated by knockdown of METTL1 and found that these genes were mainly enriched in transcriptional dysregulation in cancer, etc. pathways (Fig. 5G, Supplementary Table 8). 

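Genes lower in both mRNA and m7G in Supplementary Table 7 included STMN1, PRC1 and ANLN of mitosis, KLK2 and NDRG1, androgen receptor targets, and CDK14 and ETV1, which the study's enrichment places in transcriptional misregulation in cancer. Of the 88 such genes, 39 were tied to 1 position. Over all their AlkAniline-Seq reads, 31 of the 39 had a log2 fold change below 0 (median of the 39, -0.48). At an unadjusted p under 0.05, 6 were lower and 1 was higher, and none passed the adjusted threshold in edgeR. These genes were chosen by the study on these samples, so the count is not independent evidence of their direction. KLK2 was at 662 ± 41.0 CPM (SD, n = 3) in shscramble and 432 ± 80.2 (SD, n = 3) in shMETTL1, a log2 fold change of -0.62 (standard error 0.29, adjusted p = 0.72 from edgeR), and its log2 fold change over the input was 1.21 (standard error 0.45). STMN1, which destabilises microtubules, had a log2 fold change of -0.73 (standard error 0.39, adjusted p = 0.77 from edgeR). It was at -0.93 in the input and 0.35 (standard error 0.62) over the input. At its tied position STMN1 had 8, 1 and 58 reads in the shscramble replicates and 0 in each shMETTL1 replicate, and ANLN had 6, 83 and 1 against 1, 0 and 0. Of 3 mitosis genes and 3 androgen receptor targets tied to a position, 3 and 2 had a log2 fold change below 0, and none passed, also when adjusted over the list alone. The androgen receptor target above 0 was PPAP2A, which is higher in both mRNA and m7G in the table. Of the androgen receptor targets, 2 were above 0 without shMETTL1 replicate 1 or 3, without shscramble replicate 3 and as a ratio over the input. Of the mitosis genes, 1 was above 0 with the maximum position, the methods' t-test, a replicate block, the ratio over the input, and without shMETTL1 replicate 1 or shscramble replicate 2, and 2 were above 0 in the input. In the input, 28 of 38 of the genes lower in both had a log2 fold change below 0 (median -0.57). Over the input, the median of the genes lower in both was -0.091.
CDK14, a cyclin-dependent kinase, and the transcription factor ETV1 have the same m7G value in the paper's table, -3, which 48 of its genes share. This value was found at 1388 positions, 768 of them past the study's thresholds, so neither gene could be tied to a position. At 752 of the 768, the fold over input was 2 in every shscramble replicate and 0 in every shMETTL1 replicate. The authors' rule gives that fold where all the reads covering a position start there and the input ratio is 0, as at 747 of them. The summed shscramble count at these positions had a median of 38, and 87.2% had a library with a single read. In shMETTL1, 77.5% of them had no coverage in any replicate and 6 had coverage in all 3. MCM3 and PRIM2 of DNA replication, and FANCM and ERCC4 of DNA repair, have the same value. From the enrichment of genes lower in both, the paper went on to genes of this pathway, and it states that the regulation by METTL1 was most significant for CDK14 (Fig. 5H and I).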

We then verified that CDK14 in this pathway was most significantly regulated by METTL1 (Fig. 5H and I). To figure out and confirm that the regulation of CDK14 by METTL1 is dependent on methyltransferase activity, on one hand, we elaborated via MeRIP-qPCR that m7G levels within CDK14 mRNA decreased after silencing METTL1, and increased after transfection of METTL1 wild-type plasmids, while the m7G levels were not significantly altered after transfection with the mutant METTL1 plasmid (Fig. 5J and K). On the other hand, CDK14 mRNA levels were changed in line with its m7G levels (Fig. 5L and M). In order to explore more closely the reasons for the consistent changes in CDK14 mRNA and m7G levels within mRNA, we performed an RNA degradation assay. The experimental results indicated that the silencing of METTL1 resulted in a shortened CDK14 mRNA half-life. Overexpression of the METTL1 wild-type plasmid prolonged the CDK14 mRNA half-life, while overexpression of the mutant METTL1 plasmid did not show a significant change in CDK14 mRNA half-life (Fig. 5N and O). These results suggest that METTL1, a methyltransferase, protects CDK14 mRNA from degradation by causing m7G modification within the CDK14 mRNA.

**Fig. 5:**
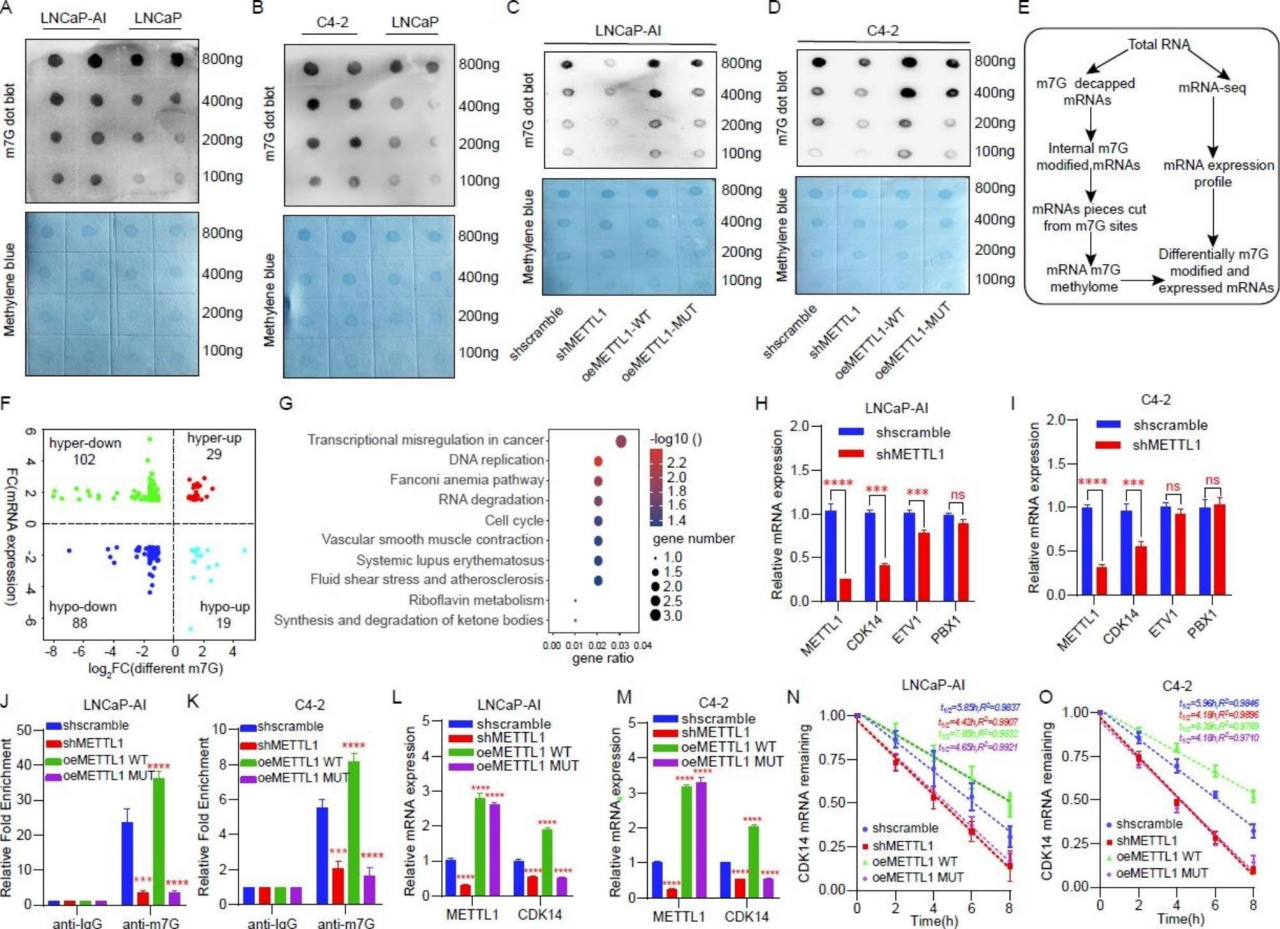
METTL1 stabilizes CDK14 mRNA by mediating internal m7G modification. **A-B** The RNA dot blot assay was performed to detect the different mRNA internal m7G modification levels between CPRC and HSPC cells. Methylene blue was used as a control. **C-D** Changes in m7G level after METTL1 knockdown, wild or mutant METTL1 overexpression in LNCaP-AI and C4-2 cells. **E** Flowchart of RNA transcriptome sequencing (RNA-seq) and mRNA internal m7G AlkAniline-Seq in control and METTL1 knockdown LNCaP-AI cells. **F** Quadrant diagram showing genes with differential mRNA expression (up or down) and significantly altered m7G (hyper or hypo) after METTL1 inhibition. The screening thresholds:|Fold change|>1.5 and p-value < 0.05. **G** KEGG enrichment analysis of differential genes with down-regulated levels of both mRNA and m7G. **H-I** RT-qPCR was used to validate the related genes change in the “Transcriptional misregulation in cancer” pathway in LNCaP-AI and C4-2 cells. **J-K** The CDK14 mRNA internal m7G level was measured by m7G RNA immunoprecipitation assay (MeRIP) using a 10ug m7G specific antibody among groups with different treatments as indicated in CRPC cells lines LNCaP-AI and C4-2. **L-M** CDK14 mRNA level was detected via RT-qPCR among groups with different treatments as shown. **N-O** The remaining CDK14 mRNA level in actinomycin D (ACTD) treated LNCaP-AI and C4-2 cells at the indicated time points were measured by RT-qPCR. ***P < 0.001; ****P < 0.0001

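Supplementary Table 7 holds the genes of the quadrants in Fig. 5F. In it, all 14 genes listed here as targets of ATF4, the transcription factor of the amino acid response, were higher in mRNA. So were all 8 genes listed here as p53 targets. Of all the table's genes, 131 were higher and 107 lower, and no enrichment was tested. Values of the table had been seen when the rules were set, so these counts are not independent evidence. Of the ATF4 targets 11 were tied to a position, and 9 of these were lower in m7G there, as were 90 of the 115 tied genes. Over all AlkAniline-Seq reads of the gene, the log2 fold changes of the 11 lay between 0.01 and 1.29 (median 0.71). None passed the adjusted threshold in edgeR. GARS and SLC3A2 passed when adjusted over these 11 genes alone, and none of the 115 tied genes passed when adjusted over the 115 (smallest adjusted p 0.058, GARS). GARS, the glycyl-tRNA synthetase, had a log2 fold change of 1.29 (standard error 0.33, adjusted p = 0.47 from edgeR, 0.012 when adjusted over the list alone). Without shMETTL1 replicate 1 or replicate 3, 9 of the 11 were above 0, and as a ratio over the input 6 were. In the input, 9 of the 11 were above 0, and PCK2 and SLC7A5 were at -0.56 and -0.41. The 4 p53 targets CDKN1A, GDF15, PHLDA3 and SESN2 were above 0 in AlkAniline-Seq reads over the gene (median 1.11) and in the input (median 1.68). Over the input their median was 0.0053, and as a ratio over the input 1 of the 4 was above 0 (median -0.21). CDKN1A, a cell cycle inhibitor, passed over the list alone with a log2 fold change of 1.17 (standard error 0.37). It was at 1.69 in the input and -0.40 (standard error 0.59) over the input. Of 4 genes of cholesterol biosynthesis, HMGCS1 passed over the list alone with a log2 fold change of 1.22 (standard error 0.43), and 2 were below 0. HMGCS1 was at 1.08 in the input, 0.31 over the input and -0.098 as a ratio over the input, where 3 of the 4 were below 0. Adjusted over the 115 tied genes, p was 0.15 for CDKN1A, 0.16 for SLC3A2 and 0.17 for HMGCS1.
The table places 88 genes at lower mRNA and lower m7G, 102 at higher mRNA and lower m7G, 19 at lower mRNA and higher m7G, and 29 higher in both. Of the 51 tied genes at higher mRNA and lower m7G, 34 were above 0 in AlkAniline-Seq reads over the gene and 17 below. All 15 tied genes higher in both were above 0, and of the 10 at lower mRNA and higher m7G, 5 were above and 5 below. In total 68 of the 115 tied genes had the table's m7G sign (Fisher's exact test, p = 0.0033), 60 had it when the highest position per gene was used (p = 0.18), and 61 had it without shscramble replicate 3 (p = 0.065). The study chose these genes on the same libraries, and the reads of the tied position are part of the gene's total, so the count is not independent evidence of their direction. Across these genes, which are not independent replicates, Spearman's rho between the AlkAniline-Seq log2 fold change over the gene and the table's mRNA fold was 0.48 (Pearson's r 0.42, adjusted permutation p = 3e-05, from the smallest p that 100000 resamples can give), and 0.26 with the table's m7G fold (Pearson's r 0.13, adjusted permutation p = 0.012), among 6 relations computed. For the input log2 fold change, rho was 0.46 with the mRNA fold and 0.02 with the m7G fold (adjusted permutation p = 0.805) over 114 genes. For the log2 fold change over the input, rho was -0.07 with the mRNA fold (adjusted permutation p = 0.51) and 0.23 with the m7G fold (Pearson's r 0.10, adjusted permutation p = 0.020). The study's RNA-seq libraries were not analysed here.

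**Figure D3:**
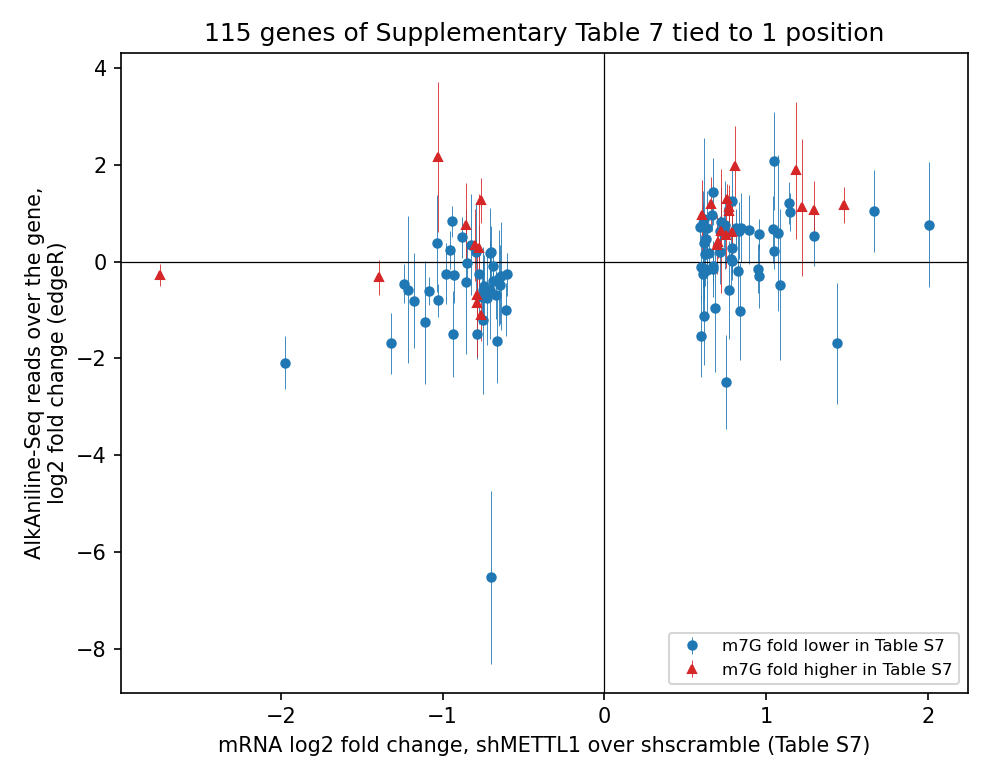
Log2 fold change of AlkAniline-Seq reads over the gene (vertical axis, edgeR, bars are standard errors, 3 replicates per group) against the mRNA log2 fold change in Supplementary Table 7 (horizontal axis) for 115 genes. Blue circles are genes whose m7G fold is lower in the table and red triangles those whose fold is higher. Of the 51 blue points at higher mRNA, 34 are above 0.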

### METTL1 regulates CRPC proliferation and invasion by modulating the expression of CDK14

To further confirm that METTL1 can make a difference in the malignant biology of CRPC by regulating CDK14 expression, we first examined the expression of CDK14 between HSPC and CRPC tissues, and the immunohistochemical staining results demonstrated that CDK14 level was higher in CRPC compared to HSPC patients (Fig. 6A and B). In addition, we also found that CDK14 was significantly upregulated in LNCaP-AI, C4-2, and 22RV1 in cellular assays (Fig. 6C). We then overexpressed METTL1 (reMETTL1) in cells with stably knocked down METTL1 (shMETTL1) and simultaneously inhibited CDK14 expression using siRNA (reMETTL1 + siCDK14) and compared the differences in proliferation and invasion ability among the different groups (Fig. 6D–F). MTT and cloning formation assays indicated that cell proliferation was enhanced after overexpression of METTL1 compared to cells in the knockdown METTL1 group, However, inhibition of CDK14 expression on this basis reduced cell proliferation (Fig. 6G–I). Similarly, the transwell assay showed that the invasive ability of CRPC cells was enhanced after overexpression of METTL1, while impaired by inhibition of CDK14 expression (Fig. 6J). The above results show that METTL1 can indirectly regulate the proliferation and invasion of CRPC cells through CDK14.

**Fig. 6:**
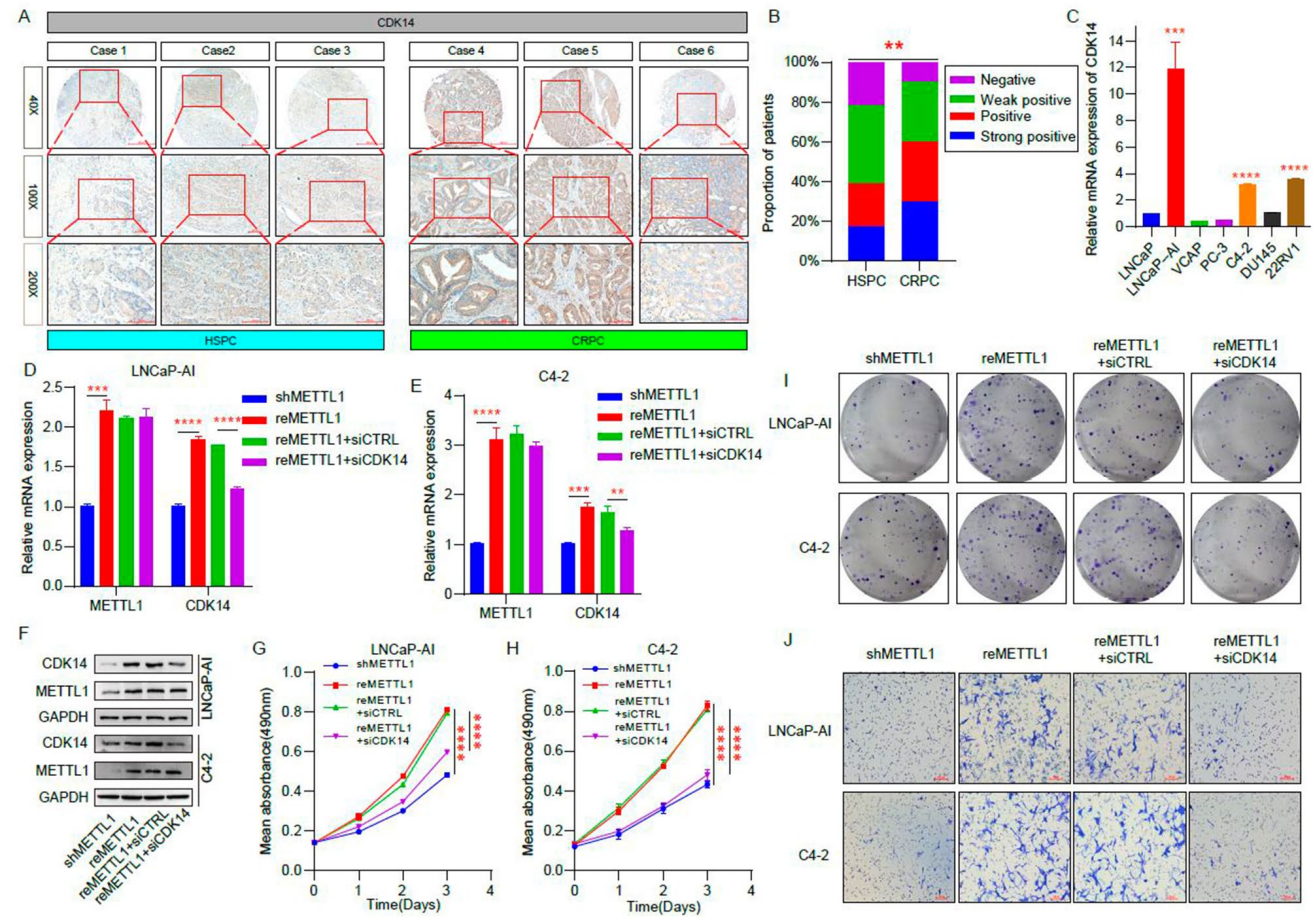
METTL1 regulates CRPC proliferation and invasion by modulating the expression of CDK14. **A** Validation of CDK14 expression in TMA containing HSPC and CRPC tissues using IHC assay. Objective magnification: 40X, 100X, and 200X. **B** The proportion of patients with different CDK14 levels according to the IHC staining result. **C** The different mRNA expressions of CDK14 between HSPC and CRPC cell lines by RT-qPCR. **D-F** RT-qPCR and western blot were performed to detect the CDK14 level after METTL1 was rescued and inhibition of CDK14 using siRNA or not. **G-I** Proliferation ability of LNCaP-AI and C4-2 were assessed through MTT and colony formation experiments after METTL1 was rescued and CDK14 was suppressed. **J** Invasion capacity of LNCaP-AI and C4-2 were evaluated via transwell experiments after METTL1 was rescued and CDK14 was suppressed. **P < 0.01; ****P < 0.0001

### METTL1 promotes CRPC progression in vivo

To determine the roles of METTL1 in facilitating CRPC progression in vivo, we used immunodeficient nude mice for subcutaneous transplantation tumor experiments. During the in vivo experiments, after the mice had formed subcutaneous graft tumors, we fed the experimental (shMETTL1) and control (shscramble) groups of nude mice with P300 activator or DMSO-treated water and food from day 8 onwards and calculated the tumors volume according to the formula *V*=(length*width^2^)/2 every two days until the end of the experiment. The results indicated that the subcutaneous transplanted tumors in the knockdown METTL1 group grew more slowly and had a smaller final volume and mass compared to the control group. The control group of nude mice fed with CTPB (CTPB + shscramble) had the fastest growth rate and the largest volume and weight of subcutaneous transplanted tumors. At the same time, the knockdown group (CTPB + shMETTL1) was faster growing and had larger tumor volume and mass compared to the knockdown METTL1 group (Fig. 7A–C). At the end of the experiment, the subcutaneous transplanted tumors were removed and embedded using paraffin wax. After sectioning and immunohistochemical staining of paraffin-embedded tissues, we found that both CDK14 and the cell proliferation marker PCNA were reduced after METTL1 suppression. Compared to the shscramble and shMETTL1 groups, CDK14 and PCNA expression were elevated in nude mice raised with CTPB, which is consistent with our previous cellular experiments (Fig. 7D and E). The in vivo experiments more rigorously confirmed the important role of METTL1 in promoting CRPC progression.

**Fig. 7:**
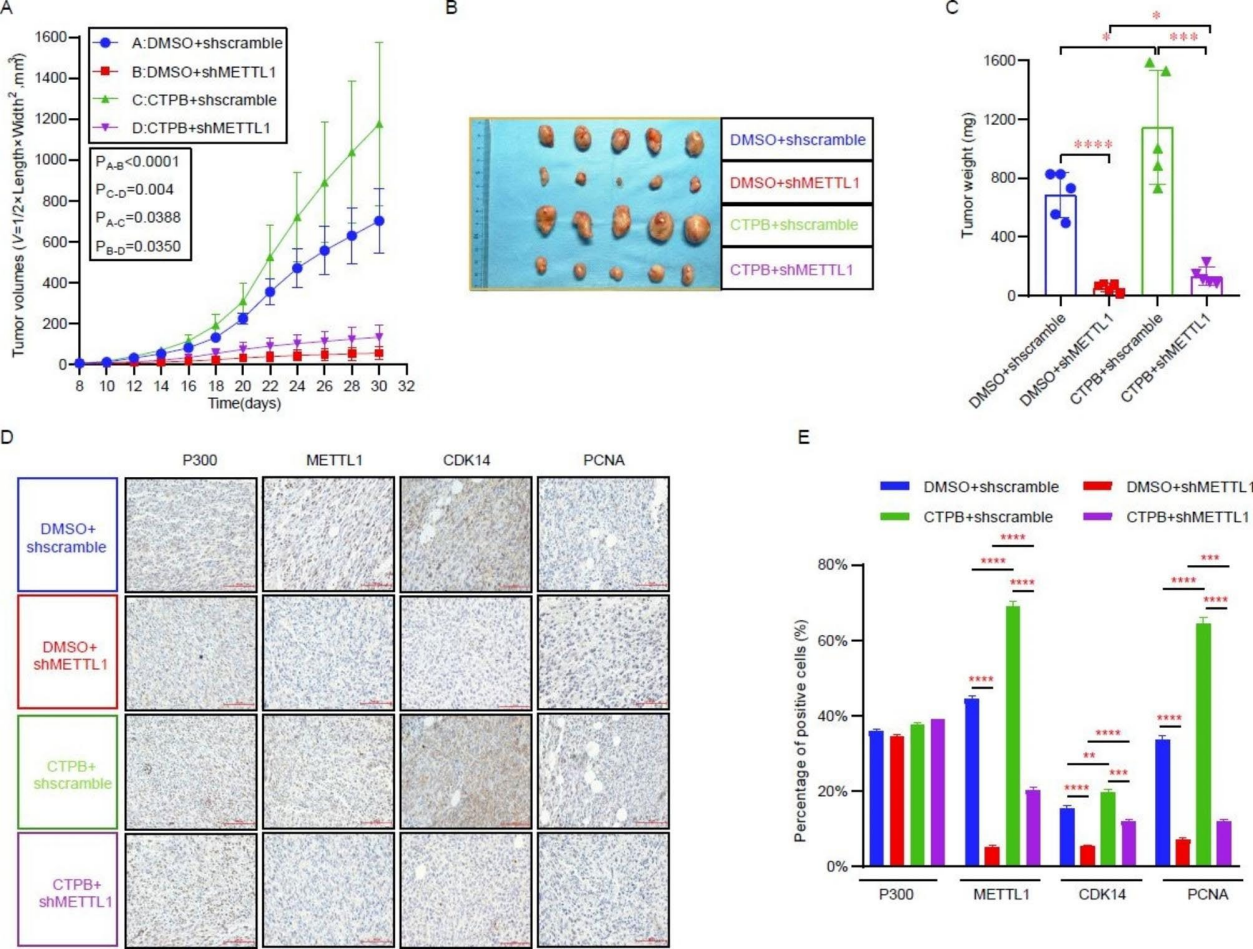
METTL1 promotes CRPC progression in vivo. **A** Tumor volume growth curves of nude mice in different treatment groups. The tumor volume was calculated according to the formula V=(length*width^2^)/2 every two days. Volume unit: mm^3^. CTPB: P300 activator. **B-C** Tumor size and weight (mg) of nude mice in different treatment groups. **D** P300, METTL1, CDK14, and PCNA expression were detected by IHC in different treatment groups of nude mice. Scale bars = 100 μm. **E** Quantitative analysis of IHC staining results using ImageJ software

## Discussion

In recent years, epigenetic modifications on RNA molecules have been increasingly identified. Among these RNA modifications, the m6A molecule is the most well-known. In addition, besides m7G modifications at the cap of mRNA, m7G present in tRNA, miRNA, rRNA, and within mRNA are gradually being uncovered [3]. Correspondingly, the important biological functions played by m7G modifications are also gradually attracting attention. A series of studies have shown that m7G modifications are involved in different transactivation processes of RNA molecules, including tRNA stability, miRNA processing and maturation, and mRNA translation and stability. Like m6A modification, m7G is also a reversible modification process. m7G on mammalian RNAs is mainly carried out by the METTL1/WDR4 complex as a “writer”, in which METTL1 plays a catalytic role as a methyltransferase [4]. Recently, METTL1 and its mediated m7G modifications have been found to play an essential role in neurodegenerative diseases, including Alzheimer’s disease, and in the malignant progression of tumors [3, 7, 8, 21–23].

In the present study, we found that the histone acetyltransferase P300 can mediate H3K27 acetylation modifications that are heavily enriched in the promoter region of METTL1, an important marker for chromatin accessibility. Subsequently, P300 and the transcription factor SP1 form a complex that binds to the promoter region of the METTL1 gene to regulate its transcriptional activation, resulting in abnormally elevated METTL1 expression in CRPC. Furthermore, Combining RNA-seq and m7G AlkAniline-Seq, as well as cellular experimental validation, we revealed that METTL1 enhances the stability of CDK14 mRNA by adding m7G modifications within it, ultimately leading to CRPC progression (Fig. 8).

**Fig. 8:**
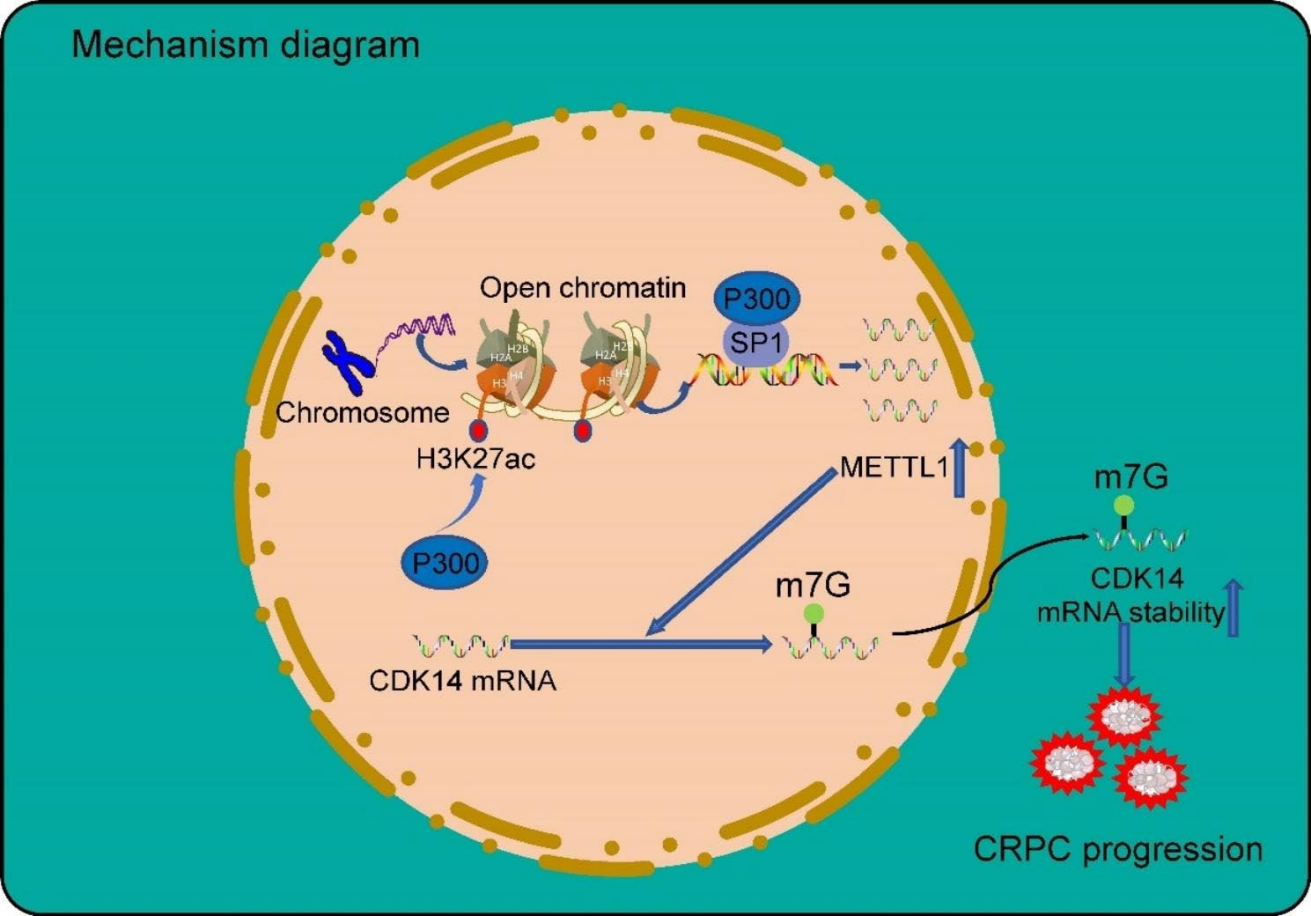
Mechanism diagram. P300 and the transcription factor SP1 form a complex that binds to the promoter region of the METTL1 gene to regulate its transcriptional activation, leading to aberrant high METTL1 expression in CRPC. Furthermore, METTL1 protects CDK14 mRNA from degradation by adding m7G modifications within it and ultimately leading to CRPC progression

As a transcriptional cofactor, P300 often acts as a bridge, a scaffold, or relies on its acetylase activity to play a key bridging role in the transcription of genes. Previous studies have found that P300 can collaborate with transcription factors, including SP1, to promote transcriptional activation of downstream target genes, which in turn can play a role in tumorigenesis and progression [24, 25]. In multiple myeloma, SP1 and P300 form a complex that regulates the transcription of IQGAP1 and thus promotes tumor cell proliferation [13]. A recent study published by Zeng Lei’s team also found that the transcriptional regulator BRD4-NUT was able to recruit P300 to initiate the transcription of downstream genes [26]. Our study reveals for the first time that in CRPC, P300 is able to bind to SP1 to form a complex, which subsequently binds to the promoter region of the METTL1 gene through its SP1 component to initiate its transcription, leading to an abnormal elevation of METTL1 in CRPC. In terms of clinical application, considering the significant role of P300 in tumors, small molecule inhibitors targeting P300 have been developed and gradually put into clinical use and have achieved certain efficacy. However, due to the wide range of downstream molecules regulated by P300 and their functional importance, these existing inhibitors have more or less toxic side effects. Our study reveals that METTL1, one of the downstream molecules of P300, plays an important role in the progression of CRPC. This suggests that the later clinical development of related drugs targeting METTL1 rather than P300 may be of benefit to patients by reducing the side effects of CRPC treatment.

Previous studies have shown that METTL1 plays an important oncogenic role in the progression of various solid tumors by mediating m7G modification of RNA. In tumors including nasopharyngeal carcinoma, lung cancer, hepatocellular carcinoma, and squamous cell carcinoma of the head and neck, METTL1 is able to mediate tRNA m7G modifications that regulate the translation process and ultimately lead to tumor progression [7, 8, 22, 27, 28]. Moreover, the METTL1/WDR4 complex promotes the maturation of miRNA let-7e processing through its m7G methyltransferase activity, which subsequently module the ability of cell migration [29]. However, there are no reports of METTL1 being associated with tumors in prostate cancer. In our study, we revealed for the first time the relationship between m7G modification inside mRNA and mRNA degradation through combined analysis of RNA-seq and m7G AlkAniline-Seq inside mRNA as well as preliminary experimental validation, leading to the important conclusion that METTL1 can add m7G modification inside CDK14 mRNA, which in turn makes its mRNA more stable and ultimately promotes CRPC progression.

Nevertheless, there are still some shortcomings in our study. It has been shown that in prostate cancer, P300 is able to bind to the androgen receptor (AR) and acetylate it for modification, ultimately leading to enhanced transcription of AR downstream target genes [30–33]. Our findings provide preliminary evidence that SP1 and P300 form a complex with enhanced transcriptional activity of METTL1, but whether this enhanced transcriptional activity correlates with the acetyltransferase activity of P300 has not been further elucidated. In addition, we have confirmed that METTL1 increases the stability of CDK14 mRNA by adding m7G modifications to its interior based on high-throughput sequencing results and preliminary experiments. Whether the relationship between m7G modifications within mRNA and molecular stability is universal needs to be further confirmed. Finally, the role of CDK14, the most atypical cell cycle-dependent kinase, in prostate cancer and its mechanism of action still needs to be further explored.

Given this, we plan to continue to explore the role of P300 in the regulation of acetylation of non-histone SP1 and to further unravel the potential molecular mechanisms underlying the role of CDK14 as an oncogenic factor in CRPC. We hope that the results of this study will provide new perspectives and theoretical support for the clinical management of patients with refractory CRPC.

## Conclusions

Overall, our findings reveal that METTL1 plays an oncogenic role in the progression of CRPC. Mechanistically, the P300/SP1 complex facilitates the transcriptional activation of METTL1, leading to aberrant high METTL1 expression in CRPC. Finally, as an m7G methyltransferase, METTL1 protects CDK14 mRNA from degradation by adding m7G modifications within it and ultimately leading to CRPC progression.

### Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

## Data Availability

The authors confirm that the data and material supporting the findings of this study are available within the article [and/or] its supplementary materials.

## Abbreviations

m7G: N7-methylguanosine
METTL1: methyltransferase 1
PCa: prostate cancer
HSPC: hormone-sensitive prostate cancer
CRPC: castrate-resistant prostate cancer
ADT: androgen deprivation
DEG: differentially expressed genes
m6A: N6-methyladenosine
m1A: N1-methyladenosine

# Supplementary material for: P300/SP1 complex mediating elevated METTL1 regulates CDK14 mRNA stability via internal m7G modification in CRPC
**Source:** J Exp Clin Cancer Res. 2023 Aug 21;42:215. doi: 10.1186/s13046-023-02777-z
**Supplement:** Supplementary file 1 — Supplementary Material 1

Table1 siRNA/shRNA target sequences

| Oligonucleotide Names | Sequences (5'-3') |
| --- | --- |
| siP300 | GCAUCAGAUCUGUGUCCUUTT |
| siCDK14 | GGAAGUUGGUAGCUCUGAATT |
| shMETTL1 | GGAATGTAGTCCATCTAAACTCG  AAAGTTTAGATGGACTACATTCC |
| shSP1 | CCACTCCTTCAGCCCTTATTA |

Table2 Antibodies involved in this work

| Names | Corporation | Cat No | Application | Dilution ratio/Dosage  Concentration |
| --- | --- | --- | --- | --- |
| GAPDH | Abcam | Ab181602 | WB | 1:5000 |
| β-actin | Abcam | Ab6276 | WB | 1:5000 |
| METTL1 | Proteintech | 14994-1-AP | IHC/WB | 1:1000/1:2000 |
| H3K27ac | Abcam | Ab4729 | WB | 1 µg/mL |
| H3K27ac | Abcam | Ab4729 | CHIP | 5 µg |
| Histone 3 | Abcam | Ab1791 | WB | 1:2000 |
| P300 | Abcam | Ab275379 | IHC | 1:1000 |
| P300 | Abcam | Ab275378 | WB/CHIP/IP | 1:1000/5µg/5µg |
| SP1 | Abcam | Ab227383 | WB/CHIP/IP | 1:5000/5µg/5µg |
| m7G | MBL | RN017M | Dot blot/  MeRIP | 1 µg/mL/10µg |
| CDK14 | Abcam | Ab224098 | IHC | 1:20 |
| CDK14 | Abcam | Ab167928 | WB | 1:1000 |
| PCNA | Abcam | Ab92552 | IHC | 1:500 |

Table3 Drugs

| Drug Names | Corporation | Cat No |
| --- | --- | --- |
| C646 | Selleckchem | S7152 |
| Decapping Enzyme | Enzymax | KY 40503 |
| Actinomycin D | MCE | HY-17559 |
| CTPB | Abcam | Ab142224 |

Table4 Primers for RT-qPCR.

| Primer Names | Sequences (5'-3') |
| --- | --- |
| GAPDH Forward | ACAACTTTGGTATCGTGGAAGG |
| GAPDH Reverse | GCCATCACGCCACAGTTTC |
| CDK14 Forward | CACCAGCGTTATATTTTGCACAG |
| CDK14 Reverse | ATCTGCCAGCTTTAACTCCCC |
| METTL1 Forward | CGCCTGTCTCCGTAGCAAT |
| METTL1 Reverse | GGACTGATGATTCGCCACTTG |
| SP1 Forward | AGTTCCAGACCGTTGATGGG |
| SP1 Reverse | GTTTGCACCTGGTATGATCTGT |
| P300 Forward | GCTTCAGACAAGTCTTGGCAT |
| P300 Reverse | ACTACCAGATCGCAGCAATTC |
| ETV1 Forward | CTGAACCCTGTAACTCCTTTCC |
| ETV1 Reverse | AGACATCTGGCGTTGGTACATA |
| PBX1 Forward | CATGCTGTTAGCGGAAGGC |
| PBX1 Reverse | CTCCACTGAGTTGTCTGAACC |

Table5 Differentially expressed genes of whole transcriptome resequencing of CRPC versus HSPC

Table6 Transcription Factor Prediction Results

GENECARD: HCFC1 SP1 POLR2A DPF2 ZNF580 ATF2 JUND KLF17 NCOR1 ZNF184 ATF3 ZNF600 ZIC2 KLF9 ZNF10 BRCA1 YY1 HIC1 ZBTB10 REST ZNF207 CEBPB MAZ MBD2 ZNF592 MNT SIN3A TCF12 TBP ARNT ZNF217 ZNF639 ZNF341 MAX ZEB1 ZNF223 KLF7 MXD4 SMAD5 KMT2B KLF11 TAF9B ETS1 SAP130 ZNF610 HOMEZ CTBP1 ZFP64 MAFF SP2 MIER3 THAP11 NKRF SMARCA5 ZSCAN9 SIN3B ZNF316 NBN RXRA SKIL CBFB TCF7L2 ZBTB33 USF2 MAFK DMAP1 ZFP91 ZSCAN5A CBX1 ZNF843 ATF1 CREM HLTF SUPT5H ZNF205 KDM5A ZNF146 ZBTB48 ZBTB40 KLF16 BCL11B HDAC2 ZNF318 ZZZ3 MYC TAF1 ZSCAN23 PRDM10 ELF1 MLLT1 EP400 FOXK2 BHLHE40 ZNF189 ZNF24 FOXM1 SOX5 ZNF2 NRF1 NCOA1 MAFG ZC3H8 INSM2 RAD51 IKZF1 ZFP37 RB1 DIDO1 HNF4A EGR1 RFX5 GATAD1 ZNF547 HBP1 MXD3 HDGF HDAC1 RBPJ TAF7 ZNF48 ZHX1 MIER2 ATF4 TOE1 STAT1 GLIS1 ZBTB21 RLF NFIB LARP7 ZNF398 TFAP4 PRDM4 LCORL ZNF18 ZFP69B GATA4 RXRB CSDE1 NR2F6 ZKSCAN1 IKZF5 ELF3 ZFX KLF1 SP7 PHF20 L3MBTL2 KDM3A NFIA KLF5 GABPB1 JUN NFRKB TRIM28 ZNF366 ARID1B ZNF561 ARID4B BCL6B NFATC3 ZNF687 GMEB1 E2F4 KLF10 NCOA6 CREB1 YY2 ZNF324 MLX ARID3A CHD1 TBL1XR1 CTCF ZSCAN21 SP3 ZSCAN4 MIXL1 ZBTB8A ZNF660 ZNF280D DACH1 SP5 ZXDB KHSRP EGR2 TARDBP ZEB2 GTF2F1 HNRNPL XRCC5 TGIF2 ZNF629 NFKBIZ DDX20 MTA1 ZNF692 U2AF2 ZHX2 KDM4B CHD2 PATZ1 OSR2 RNF2 IKZF2 KAT8 IRF2 ZBTB26 MYNN TRIM22 GLIS2 ZBTB17 ATF7 SOX6 ZNF143 GABPA EED TFDP1 ZNF501 YBX3 MTA3 PHF8 U2AF1 CBX3 ZSCAN18 RUNX3 POLR2B KLF8 RELB FOXA3 TCF7 TSHZ1 LEF1 ZBTB20 USF1 ZNF121 ZSCAN29 ZNF777 ZNF302 EZH2 AHR ZBTB11 RBFOX2 AFF1 NR2F2 NR2C1 EP300 ZBTB25 ZFHX2 PML ZGPAT OVOL3 SKI TEAD1 EMSY SCRT2 SREBF2 ZNF444 ZNF335 MIER1 E2F1 BCLAF1 NR2F1 ERF MGA WT1 UBTF

PROMO: ZIC2 C/EBPalpha MYBAS1 ZESTE AGL3 CART-1 C-JUN MUEBP-C2 PAX-2A MYF-3 C-MYC AP-2alpha YY1 CRX UBX DBP ZF5 MNB1A ZEN-1 PAX-8 P53 SP1 MYOD USF-1 E2F FOXP3 TMF ISL-1 NF-AT2 DSXF MF3 MZF-1 ZEN-2 ANTP E2F-1 STAT1beta POU1F1A OCSBF-1 HNF-3 GAGA POU4F NCX NF-AT1 DSXM PAX-6 CREMTAU GA-BF C/EBPbeta PAX-9B CACBP R2 NF-1 ELK-1 C/EBPdelta LIM1 MSX-1 VDR CREMTAU2 LVC COE1 RC2 MAFG BTEB4 PEA3 PBF MYB2 AP-3 STAT5A ZIC1 HB STAT4 P300 ABI4 C/EBP C-MYC HBP-1A NF-1 EN-1 DEF FACB ZIC3 UNC86 C-ETS-1 PAX-44 HES-1 E2 EIIAE-A N-MYC NF-AT1

JASPAR: Alx1 ALX3 Alx4 AR ARGFX Arid3a Arid3b Arid5a Arnt ARNT2 ARNT::HIF1A Arntl Arx ASCL1 Ascl2 Atf1 ATF2 Atf3 ATF3 ATF4 ATF6 ATF7 Atoh1 ATOH7 BACH1 Bach1::Mafk BACH2 BARHL1 BARHL2 BARX1 BARX2 BATF BATF3 BATF::JUN Bcl11B BCL6 BCL6B Bhlha15 BHLHA15 BHLHE22 BHLHE23 BHLHE40 BHLHE41 BNC2 BSX CDX1 CDX2 CDX4 CEBPA CEBPB CEBPD CEBPE CEBPG CLOCK CREB1 CREB3 CREB3L1 Creb3l2 CREB3L4 Creb5 CREM Crx CTCF CTCFL CUX1 CUX2 DBP Ddit3::Cebpa DLX1 Dlx2 Dlx3 Dlx4 Dlx5 DLX6 Dmbx1 Dmrt1 DMRT3 DMRTA1 DMRTA2 DMRTC2 DPRX DRGX Dux DUX4 DUXA E2F1 E2F2 E2F3 E2F4 E2F6 E2F7 E2F8 EBF1 Ebf2 EBF3 EGR1 EGR2 EGR3 EGR4 EHF ELF1 ELF2 ELF3 ELF4 Elf5 ELK1 ELK1::HOXA1 ELK1::HOXB13 ELK1::SREBF2 ELK3 ELK4 EMX1 EMX2 EN1 EN2 EOMES ERF ERF::FIGLA ERF::FOXI1 ERF::FOXO1 ERF::HOXB13 ERF::NHLH1 ERF::SREBF2 Erg ESR1 ESR2 ESRRA ESRRB Esrrg ESX1 ETS1 ETS2 ETV1 ETV2 ETV2::DRGX ETV2::FIGLA ETV2::FOXI1 ETV2::HOXB13 ETV3 ETV4 ETV5 ETV5::DRGX ETV5::FIGLA ETV5::FOXI1 ETV5::FOXO1 ETV5::HOXA2 ETV6 ETV7 EVX1 EVX2 EWSR1-FLI1 FERD3L FEV FIGLA FLI1 FLI1::DRGX FLI1::FOXI1 FOS FOSB::JUN FOSB::JUNB FOS::JUN FOS::JUNB FOS::JUND FOSL1 FOSL1::JUN FOSL1::JUNB FOSL1::JUND FOSL2 FOSL2::JUN FOSL2::JUNB FOSL2::JUND FOXA1 FOXA2 FOXA3 FOXB1 FOXC1 FOXC2 FOXD1 FOXD2 FOXD3 FOXE1 Foxf1 FOXF2 FOXG1 FOXH1 FOXI1 Foxj2 FOXJ2::ELF1 Foxj3 FOXK1 FOXK2 FOXL1 Foxl2 Foxn1 FOXN3 Foxo1 FOXO1::ELF1 FOXO1::ELK1 FOXO1::ELK3 FOXO1::FLI1 Foxo3 FOXO4 FOXO6 FOXP1 FOXP2 FOXP3 Foxq1 GABPA GATA1 GATA1::TAL1 GATA2 Gata3 GATA4 GATA5 GATA6 GBX1 GBX2 GCM1 GCM2 GFI1 Gfi1B Gli1 Gli2 GLI3 GLIS1 GLIS2 GLIS3 Gmeb1 GMEB2 GRHL1 GRHL2 GSC GSC2 GSX1 GSX2 Hand1::Tcf3 HAND2 HES1 HES2 HES5 HES6 HES7 HESX1 HEY1 HEY2 Hic1 HIC2 HIF1A HINFP HLF HMBOX1 Hmx1 Hmx2 Hmx3 Hnf1A HNF1A HNF1B HNF4A HNF4G HOXA1 HOXA10 Hoxa11 Hoxa13 HOXA2 HOXA4 HOXA5 HOXA6 HOXA7 HOXA9 HOXB13 HOXB2 HOXB2::ELK1 HOXB3 HOXB4 HOXB5 HOXB6 HOXB7 HOXB8 HOXB9 HOXC10 HOXC11 HOXC12 HOXC13 HOXC4 HOXC8 HOXC9 HOXD10 HOXD11 HOXD12 HOXD12::ELK1 Hoxd13 HOXD3 HOXD4 HOXD8 HOXD9 HSF1 HSF2 HSF4 IKZF1 Ikzf3 INSM1 Irf1 IRF2 IRF3 IRF4 IRF5 IRF6 IRF7 IRF8 IRF9 Isl1 ISL2 ISX JDP2 Jun JUN JUNB JUND JUN::JUNB KLF1 KLF10 KLF11 KLF12 KLF13 KLF14 KLF15 KLF16 KLF17 KLF2 KLF3 KLF4 KLF5 KLF6 KLF7 KLF9 LBX1 LBX2 Lef1 Lhx1 LHX2 Lhx3 Lhx4 LHX5 LHX6 Lhx8 LHX9 LIN54 LMX1A LMX1B MAF MAFA Mafb MAFF Mafg MAFG::NFE2L1 MAFK MAF::NFE2 MAX MAX::MYC MAZ Mecom MEF2A MEF2B MEF2C MEF2D MEIS1 MEIS2 MEIS3 MEOX1 MEOX2 MGA MGA::EVX1 MITF mix-a MIXL1 MLX Mlxip MLXIPL MNT MNX1 MSANTD3 MSC Msgn1 MSX1 MSX2 Msx3 MTF1 MXI1 MYB MYBL1 MYBL2 MYC MYCN MYF5 MYF6 MYOD1 MYOG MZF1 NEUROD1 Neurod2 NEUROG1 NEUROG2 Nfat5 Nfatc1 Nfatc2 NFATC3 NFATC4 NFE2 Nfe2l2 NFIA NFIB NFIC NFIC::TLX1 NFIL3 NFIX NFKB1 NFKB2 NFYA NFYB NFYC NHLH1 NHLH2 Nkx2-1 NKX2-2 NKX2-3 NKX2-4 NKX2-5 NKX2-8 Nkx3-1 Nkx3-2 NKX6-1 NKX6-2 NKX6-3 Nobox NOTO Npas2 Npas4 NR1D1 NR1D2 Nr1H2 NR1H2::RXRA Nr1h3::Rxra Nr1H4 NR1H4::RXRA NR1I2 NR1I3 NR2C1 NR2C2 Nr2e1 Nr2e3 NR2F1 NR2F2 Nr2f6 Nr2F6 NR2F6 NR3C1 NR3C2 NR4A1 NR4A2 NR4A2::RXRA NR5A1 Nr5A2 NR6A1 Nrf1 NRL OLIG1 Olig2 OLIG2 OLIG3 ONECUT1 ONECUT2 ONECUT3 OSR1 OSR2 OTX1 OTX2 OVOL1 OVOL2 PATZ1 PAX1 PAX2 PAX3 PAX4 PAX5 PAX6 Pax7 PAX9 PBX1 PBX2 PBX3 PDX1 PHOX2A PHOX2B PITX1 PITX2 PITX3 PKNOX1 PKNOX2 PLAG1 Plagl1 PLAGL2 POU1F1 POU2F1 POU2F1::SOX2 POU2F2 POU2F3 POU3F1 POU3F2 POU3F3 POU3F4 POU4F1 POU4F2 POU4F3 POU5F1 POU5F1B Pou5f1::Sox2 POU6F1 POU6F2 PPARA::RXRA PPARD PPARG Pparg::Rxra PRDM1 Prdm14 Prdm15 Prdm4 Prdm5 PRDM9 PROP1 PROX1 PRRX1 PRRX2 Ptf1a Ptf1A RARA RARA::RXRA RARA::RXRG Rarb RARB Rarg RARG RAX RAX2 RBPJ Rbpjl REL RELA RELB REST RFX1 RFX2 RFX3 RFX4 RFX5 Rfx6 RFX7 Rhox11 RHOXF1 RORA RORB RORC RREB1 Runx1 RUNX2 RUNX3 Rxra RXRA::VDR RXRB RXRG SATB1 SCRT1 SCRT2 SHOX Shox2 SIX1 SIX2 Six3 Six4 SMAD2 SMAD3 Smad4 SMAD5 SNAI1 SNAI2 SNAI3 SOHLH2 Sox1 SOX10 Sox11 SOX12 SOX13 SOX14 SOX15 Sox17 SOX18 SOX2 SOX21 Sox3 SOX4 Sox5 Sox6 SOX8 SOX9 SP1 SP2 SP3 SP4 SP5 SP8 SP9 SPDEF Spi1 SPIB SPIC Spz1 SREBF1 SREBF2 SRF SRY STAT1 STAT1::STAT2 Stat2 STAT3 Stat4 Stat5a Stat5a::Stat5b Stat5b Stat6 TAL1::TCF3 TBP TBR1 TBX1 TBX15 TBX18 TBX19 TBX2 TBX20 TBX21 TBX3 TBX4 TBX5 Tbx6 TBXT Tcf12 TCF12 Tcf21 TCF21 TCF3 TCF4 TCF7 TCF7L1 TCF7L2 TCFL5 TEAD1 TEAD2 TEAD3 TEAD4 TEF TFAP2A TFAP2B TFAP2C TFAP2E TFAP4 TFAP4::ETV1 TFAP4::FLI1 TFCP2 Tfcp2l1 TFDP1 TFE3 TFEB TFEC TGIF1 TGIF2 TGIF2LX TGIF2LY THAP1 Thap11 THRA THRB TLX2 TP53 TP63 TP73 TRPS1 TWIST1 Twist2 UNCX USF1 USF2 VAX1 VAX2 Vdr VENTX VEZF1 VSX1 VSX2 Wt1 XBP1 Yy1 YY2 ZBED1 ZBED2 ZBTB12 ZBTB14 ZBTB18 ZBTB26 ZBTB32 ZBTB33 ZBTB6 ZBTB7A ZBTB7B ZBTB7C ZEB1 ZFP14 Zfp335 ZFP42 ZFP57 Zfx ZIC1 Zic1::Zic2 Zic2 Zic3 ZIC4 ZIC5 ZIM3 ZKSCAN1 ZKSCAN3 ZKSCAN5 ZNF135 ZNF136 ZNF140 ZNF143 ZNF148 ZNF16 ZNF189 ZNF211 ZNF214 ZNF24 ZNF257 ZNF263 ZNF274 ZNF281 ZNF282 ZNF317 ZNF320 ZNF324 ZNF331 ZNF341 ZNF343 ZNF354A ZNF354C ZNF382 ZNF384 ZNF410 ZNF416 ZNF417 ZNF418 Znf423 ZNF449 ZNF454 ZNF460 ZNF528 ZNF530 ZNF549 ZNF574 ZNF582 ZNF610 ZNF652 ZNF667 ZNF669 ZNF675 ZNF680 ZNF682 ZNF684 ZNF692 ZNF701 ZNF707 ZNF708 ZNF740 ZNF75D ZNF76 ZNF768 ZNF784 ZNF8 ZNF816 ZNF85 ZNF93 ZSCAN29 ZSCAN31 ZSCAN4

Table7 Genes differentially expressed in both mRNA and m7G

Table8 KEGG Enrichment Results

METTL1 Mutant Sites

NM_005371(E107/I108/R109/N140/T238/E239/E240A)

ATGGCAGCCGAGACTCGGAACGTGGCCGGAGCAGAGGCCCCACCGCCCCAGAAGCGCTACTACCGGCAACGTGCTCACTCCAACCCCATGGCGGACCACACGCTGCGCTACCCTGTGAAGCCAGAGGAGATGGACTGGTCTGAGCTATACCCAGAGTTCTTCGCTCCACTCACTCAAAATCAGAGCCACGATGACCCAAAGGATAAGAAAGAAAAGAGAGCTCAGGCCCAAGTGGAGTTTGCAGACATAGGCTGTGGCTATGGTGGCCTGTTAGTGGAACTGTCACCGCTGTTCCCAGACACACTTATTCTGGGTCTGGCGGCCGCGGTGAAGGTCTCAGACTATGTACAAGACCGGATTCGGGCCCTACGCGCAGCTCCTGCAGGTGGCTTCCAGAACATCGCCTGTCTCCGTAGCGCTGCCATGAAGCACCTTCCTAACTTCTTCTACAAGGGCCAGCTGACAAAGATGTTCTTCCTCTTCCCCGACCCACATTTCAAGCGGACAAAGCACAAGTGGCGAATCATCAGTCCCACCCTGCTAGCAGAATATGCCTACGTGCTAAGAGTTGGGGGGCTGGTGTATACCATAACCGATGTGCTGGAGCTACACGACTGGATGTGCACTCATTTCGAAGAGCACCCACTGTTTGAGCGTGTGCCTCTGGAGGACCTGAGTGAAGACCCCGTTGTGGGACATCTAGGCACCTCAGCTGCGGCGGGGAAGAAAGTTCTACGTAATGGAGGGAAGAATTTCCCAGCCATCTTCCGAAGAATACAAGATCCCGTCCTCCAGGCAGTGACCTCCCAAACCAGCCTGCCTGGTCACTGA

How the deposited data were processed for this re-analysis (not part of the article)

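Internal m7G of mRNA was measured by AlkAniline-Seq in LNCaP-AI cells with shMETTL1 or shscramble, 3 replicates per group, with an input library for each, 12 libraries in all. The authors deposited counts of reads at each position and counts of reads covering it, a fraction (the count over the coverage), and a ratio, the fold of that fraction over the fraction in the input. Each was checked on the files. Within the tolerance of the check, the fraction equals count over coverage at every position, and the fold equals the fraction over the input's. Where the input's fraction is 0 and the fraction is above 0, the fold is the fraction plus 1. Where the fraction is 0, the fold is 0. Roles and parameters of the tools, read filters and the gene annotation are not given in the sources used here.
The files hold gene IDs only, and 0 of the 18569 IDs could be matched to the names in the reference table used here, which has 59792 genes and no Ensembl ID. Gene names therefore come only from the match of fold values to Supplementary Table 7. The fold rule was found from that table's values themselves: a plain ratio of means and a ratio with 1 added to both means were tried first and left some values unmatched, and the tolerance was set along the way. In a test, the folds of 200 random positions past the thresholds were looked up again, and 102 of them matched a single position. A position's own fold always matches itself, so this shows only how often a fold is unique and does not check the ties. Positions were matched between files by their order. Reads shared between libraries at the same row were 1.468 to 2.528 times those with rows shuffled within a gene ID, over 15 pairs.
Counts were tested with edgeR 4.0.16 in R 4.3.3 (TMM scaling, quasi-likelihood test, a filter with a minimum count of 10 and a minimum total of 15), per position and per gene ID. Standard errors were taken from the fold change and its F statistic. AlkAniline-Seq over input was tested as an interaction over the 12 libraries. DESeq2 1.42.0, limma 3.58.1 (pseudocount 1 for ratios and 0.01 for shares of coverage) and the methods' t-test were alternatives. For the study's thresholds, the p of each position came from the methods' t-test on the fold over input, as the paper's statistics section names it, since it gave a p under 0.05 at a matching position for every fold in Supplementary Table 7. CPM were computed after TMM scaling. Tables were handled in Python with numpy, scipy, pandas and matplotlib. With 3 replicates in each group an exact permutation test cannot go below 0.1. The coefficient of variation between replicates estimated by edgeR was 1.42 for positions and 0.90 for genes. In simulated counts with dispersions estimated by edgeR, 50 genes changed 16-fold gave 28 calls and 50 changed 2-fold gave 0, with 2 false calls among 10557 genes. Of 200 simulated positions changed 2- to 16-fold, 50 at each fold, 32, 29, 34 and 29 were tested at folds of 2, 4, 8 and 16. Of those tested, 0, 1, 0 and 1 were recovered.
Before any scaling, the median log2 difference of the group means over tested positions was 0.12, and library medians were 18, 37 and 14 in shscramble and 23, 9 and 15 in shMETTL1 (exact two-sided permutation test, p = 0.6). The count as a percent of coverage was 6.89 ± 0.25 (SD, n = 3) in shscramble and 6.54 ± 0.36 (SD, n = 3) in shMETTL1 (exact permutation test, p = 0.2). In the input it was 6.53 ± 0.08 (SD, n = 3) in shscramble and 7.23 ± 0.47 (SD, n = 3) in shMETTL1, where every shMETTL1 library was above every shscramble library (exact permutation test, p = 0.1, the smallest possible). Input positions with a read numbered 158448, 72098 and 154432 in shscramble and 311979, 153839 and 165105 in shMETTL1 (exact permutation test, p = 0.3). The fold over input behind the study's thresholds depends on these input values.
The main tests, the alternatives and the gene lists were fixed before the deposited data were examined. Values of Supplementary Table 7 had been seen by then. Genes were to be named if the paper's enrichment names them, if they were among the 10 with the highest absolute m7G fold in Supplementary Table 7, whose values had been seen, or if they led the gene test, for which at most 2 IDs in each direction may be printed. Some members of the gene lists tied to a position are named. Results for some genes under these rules are not reported here. Tests of whole gene lists, the level of METTL1 and the base at each position need names or coordinates and were not run. The stricter minimum count was 10. Tying genes by value, the study's thresholds on all positions, comparisons of 2 libraries against 2, the counts of list members above 0 under each alternative, the share of coverage and input positions were added after seeing the data.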

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

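The positions called by edgeR numbered 0 with TMM and with library size alone. They numbered 1055 with DESeq2, 5 without a filter, 1 among positions read in all 6 libraries, 113 by the methods' t-test after adjustment and 1728 at the study's thresholds, 1145 with edgeR at those thresholds, 3019 with limma on the ratio over input and 3865 on the share of coverage, the last added after seeing the data. Leaving out 1 library gave 3 to 5644. The 1 gene became 2 with library size alone, 385 with DESeq2, 19 without a filter, 3 among those read in all libraries, 771 and 936 at the study's thresholds with edgeR and the t-test, and 0 with the t-test after adjustment, with the ratio over input and with the maximum position. Leaving out 1 library gave 0 to 3. In the input, the filter's removal gave 95 genes in place of 0, and every left-out library gave 0. Over the input, the 1 gene became 0 with limma, and 0 to 1 when a replicate number was left out. Positions past the study's thresholds, 5051, numbered 6446 to 32135 with 1 library left out. There the groups are 2 against 3, and the positions higher in the group of 2 rose in number while the others stayed at 4065 to 4171 lower or 681 to 802 higher. The median log2 difference over tested positions, before scaling, was 0.12 and lay between 0.02 and 0.52 with 1 library left out. The log2 difference of library totals was 0.42, so the unscaled 0.12 does not measure a shift in m7G. Over all positions the median was 0, which decides nothing, since only 404685 of 842183 positions had a read in any AlkAniline-Seq library. The cause was not tested in any of these.
The same replicate number did not pair the libraries (correlations of -0.01 to 0.02 in AlkAniline-Seq and -0.03 to 0.05 in the input). With a replicate block the counts of calls were 6 positions, 3 genes, 2 input genes and 0 over the input.
The number of tied genes with the table's sign was 68 (Fisher's exact test, p = 0.0033), and 60 to 70 under the alternatives run, with p above 0.05 for the maximum position (0.18) and without shscramble replicate 3 (0.065). Named genes turned direction as follows, none past the threshold. With the ratio over input, ECI1 was at 0.79, PSAT1 at -1.62, SLC7A11 at -0.92, CALD1 at -0.72, CDKN1A at -0.38, PHLDA3 at -0.040, SESN2 at -1.85, HMGCS1 at -0.098, KLK2 at 1.11, STMN1 at 0.23 and PTMA at 0.35. With the maximum position, PCK2 was at -0.18, PPAP2A at -0.057, ANLN at 0.12 and PTMA at 1.03. ANLN was at 0.21 with the methods' t-test and 0.021 with a replicate block, and ECI1 at 0.017 without a filter. With 1 library left out, ECI1 lay between -0.19 and 0.0025, PSAT1 between -0.10 and 0.39, SQLE between -0.38 and 0.12, NDRG1 between -1.89 and 0.60 and ANLN between -0.78 and 0.62. With DESeq2, SAT1 (-1.48), GARS (1.29), SLC3A2 (0.96), PCK2 (0.71), CDKN1A (1.17) and HMGCS1 (1.22) passed, and GARS also without a filter (1.401). The other 344 values of named genes kept direction and side of the threshold.
Of the list members tied to a position, 6 of 11 ATF4 targets and 1 of 4 p53 targets were above 0 with the ratio over input, against 9 to 11 and 4 in every other alternative. Of 3 androgen receptor targets 0 to 2 were above 0, of 3 mitosis genes 0 to 1, and of 4 cholesterol genes 1 to 3.
Another pseudocount, quantile normalization and the mean over positions were not run, since counts were tested and a mean over a fixed number of positions is the sum divided by a constant. The alternatives for CDK14 and ETV1, and camera and fry on the gene lists, were not run for want of gene names.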

Differences from the paper's values

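The paper's Supplementary Table 7 gives a lower m7G for 90 and a higher m7G for 25 of the genes tied to 1 position. By AlkAniline-Seq reads over the gene, 53 were lower and 62 higher, and none of the alternatives set before the data were examined brought either count within 1.5 times of the paper's. The paper's value is for 1 position as a fold over input, and the value here is for all reads of the gene.
On the log2 scale the paper's m7G fold and the value here were -8.01 and 1.25 for RABEP2, -7.92 and 0.66 for MSMO1, -7.46 and -0.10 for ECI1, -6.96 and -1.49 for SAT1, and -6.47 and 1.03 for WARS. They were -6.29 and 0.39 for SLC7A5, -5.70 and 0.22 for PSAT1, -5.60 and 0.64 for SLC7A11, -5.00 and -0.16 for SQLE, and -4.99 and -1.03 for DGKQ. They were -1.94 and 0.23 for CALD1. All alternatives set before the data were examined differ from the paper's value for these 11 genes. With DESeq2, SAT1 was called lower, as in the paper's table. That call is on reads not set against the input, and over the input SAT1 was at -0.17 (standard error 0.94). At the tied position itself, the fold computed from the deposited fold over input equals the paper's for each of them, since the position was chosen by that match.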

Other observations

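The tests of explanations for the replicate 1 overlap, the excess of lower positions and the ATF4 targets were chosen after the result, or part of it, was seen. PTMA, an abundant nuclear protein's mRNA, had 23, 63 and 28 reads in the shscramble replicates and 0, 0 and 3 in the shMETTL1 replicates at its tied position, and a log2 fold change over the gene of -0.26 (standard error 0.45). LIG1, the DNA ligase of replication, had 0 reads in each shscramble replicate and 33, 2 and 1 in shMETTL1, with a log2 fold change over the gene of 0.75 (standard error 0.87). PPAP2A, listed with the androgen receptor targets, had 131, 1 and 86 reads in shMETTL1 and 0 in each shscramble replicate. Of the gene IDs with no symbol in the files, ENSG00000124302 had a log2 fold change of -3.17 (adjusted p = 0.057 from edgeR, and -3.47 with 0.026 without shscramble replicate 1), ENSG00000088179 one of 5.03 (adjusted p = 0.22) and ENSG00000184840 one of 1.84 (adjusted p = 0.42), none past the threshold with all libraries.
Shscramble replicate 1 had reads at nearly every deep position of shscramble replicates 2 and 3. A candidate explanation is that the replicate 1 library holds reads of the other 2. At positions of 50 to 69 reads in replicate 2 and none in replicate 3, the median ratio of replicate 1 to replicate 2 was 0.1045, against 0.1034 at 20 to 39 reads and 0.1071 at 100 to 129, and the quartiles lay close to those of Poisson counts. If shscramble cells shared m7G positions that shMETTL1 cells lack, replicates 2 and 3 would share them too, but 39.14% of deep replicate 2 positions were read in replicate 3, against up to 42.9% in a shMETTL1 library. A broader replicate 1 library would also hold deep shMETTL1 positions, of which at most 51.58% were read there. Whether such reads came from the RNA, the libraries or the read files stays open.
More positions were lower than higher in shMETTL1 at the study's thresholds, 5.14 to 1. Without any one of the shMETTL1 replicates the ratio was 0.89 to 1.04, where 4065 to 4171 were lower and the higher ones rose to between 4007 and 4575 with 2 shMETTL1 libraries left, so these ratios do not bear on the excess. In the 9 other splits of the 6 libraries into 3 and 3, the ratio was 6.27 to 7.95 in the 3 that put shscramble replicates 1 and 2 with a shMETTL1 library, above the 5.14, and 1.69 to 3.13 in the other 6. With 2 libraries against 2, the median ratio of lower to higher was 1.394 without shscramble replicate 1 (1.23 to 1.43), 6.03 without replicate 2 and 9.27 without replicate 3, so the overlap of replicate 1 may account for most of the excess. For the remainder, lower m7G after METTL1 knockdown would need shscramble against shMETTL1 to be more uneven than other splits of these 5 libraries. The median unevenness was 1.394 in the 3 splits of shscramble against shMETTL1 and 1.46 (1.00 to 1.89) in the 12 others, so the excess does not set these groups apart. All 12 splits with shscramble replicate 2 in a group had more positions higher on its side, by 1.31 to 1.89 in the 9 that mix the groups, so the direction in the 3 is no evidence for lower m7G, which stays open for the remainder. This bears on the number of positions, not on m7G levels measured by other assays.
The gene totals of ATF4 targets were above 0 while the study's single positions were mostly lower. If transcript level set the gene totals, the change over the input would be small for each of them. Its median was 0.073 over the 11 genes against 0.71 in AlkAniline-Seq reads, but the members lay between -1.40 (PSAT1) and 1.43 (PCK2), so the median decides nothing. Transcript level and a change in m7G cannot be told apart for these genes, since the members go both ways over the input with standard errors of 0.67 for PSAT1 and 0.49 for PCK2.
Splits of 6 libraries into 3 and 3 number 10, too few for a share under 0.05. The real split gave 5051 positions at the study's thresholds and the highest of the others 3910, so that 1 split was as large. In edgeR the real split called 1 gene (highest other 1, 2 splits as large) and 1 gene over the input (highest other 0, 1 as large). It called 0 positions and 0 input genes, as did each other split (10 as large), which decides nothing. At an unadjusted p under 0.05 the real split had 1145 positions (highest other 796), 774 genes (488), 735 input genes (609) and 1075 genes over the input (860). Only the real split keeps all shscramble libraries together. Its higher counts from AlkAniline-Seq reads therefore cannot be told apart from the overlap of shscramble replicate 1 with the others.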
